# A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan

**DOI:** 10.1038/s43587-024-00635-x

**Published:** 2024-06-07

**Authors:** Ana Ortega-Molina, Cristina Lebrero-Fernández, Alba Sanz, Miguel Calvo-Rubio, Nerea Deleyto-Seldas, Lucía de Prado-Rivas, Ana Belén Plata-Gómez, Elena Fernández-Florido, Patricia González-García, Yurena Vivas-García, Elena Sánchez García, Osvaldo Graña-Castro, Nathan L. Price, Alejandra Aroca-Crevillén, Eduardo Caleiras, Daniel Monleón, Consuelo Borrás, María Casanova-Acebes, Rafael de Cabo, Alejo Efeyan

**Keywords:** Nutrient signalling, Experimental models of disease, Inflammation

## Abstract

The mechanistic target of rapamycin complex 1 controls cellular anabolism in response to growth factor signaling and to nutrient sufficiency signaled through the Rag GTPases. Inhibition of mTOR reproducibly extends longevity across eukaryotes. Here we report that mice that endogenously express active mutant variants of RagC exhibit multiple features of parenchymal damage that include senescence, expression of inflammatory molecules, increased myeloid inflammation with extensive features of inflammaging and a ~30% reduction in lifespan. Through bone marrow transplantation experiments, we show that myeloid cells are abnormally activated by signals emanating from dysfunctional RagC-mutant parenchyma, causing neutrophil extravasation that inflicts additional inflammatory damage. Therapeutic suppression of myeloid inflammation in aged RagC-mutant mice attenuates parenchymal damage and extends survival. Together, our findings link mildly increased nutrient signaling to limited lifespan in mammals, and support a two-component process of parenchymal damage and myeloid inflammation that together precipitate a time-dependent organ deterioration that limits longevity.

## Abstract (web summary)

Ortega-Molina et al. demonstrate that mouse models with mild, genetic overactivation of mTOR signaling develop chronic myeloid inflammation, causing reduced healthspan and lifespan, without an increase in tumor incidence.

## Main

The relentless increase in the aged population worldwide imposes medical, socioeconomical and philosophical challenges to mankind. By 2050, the global population aged 65 years or older would have tripled in a century, from 5% to 17% (around 2 billion people)^1^. While the prevention and management of aging-related disorders will improve, the overall comorbidities that occur with the multi-organ physiological decline of older adults impose a challenge unlikely to be controlled by the treatment of single symptoms and disorders. Instead, to intervene in the systemic frailty and health decline associated with aging, we need to understand the processes that precipitate cellular and organ malfunctioning with age. Genetic and pharmacological approaches in model organisms have taught us that the process of aging can be modulated and longevity can be shortened or extended by actioning on the functions of a discrete number of proteins^2,3^. Among these is inhibition of the mechanistic target of rapamycin (mTOR) complex 1 (mTORC1), a master regulator of cellular anabolism in response to cellular nutrients and growth factors^4,5^. Intracellular levels of amino acids, intermediate metabolites of glycolysis, certain lipids and other molecules have dedicated sensors that signal to the Rag GTPases upstream of mTORC1 (refs. ^4,6^). Under nutrient sufficiency, RagC loads GDP, whereas its obligate heterodimeric partner RagA is GTP-loaded. This nucleotide configuration allows the recruitment of mTORC1 to the outer lysosomal surface, where mTORC1 binds the Ras homolog enriched in brain (Rheb) that leads to kinase activation of mTORC1 in a growth-factor-dependent manner^7,8^.

Pharmacological and genetic inhibition of TOR extends longevity in yeast^9^, worms^10,11^ and flies^12,13^. In mice, rapamycin^14,15^ and hypomorphic mTORC1 signaling achieved by genetic means also extends lifespan^16,17^. Conversely, genetic activation of mTORC1 signaling has been linked to shortened longevity in lower organisms, including yeast and worms, but mouse models of increased mTORC1 activity, such as heterozygous or homozygous deletion of *Tsc1* or *Tsc2* (refs. ^18–20^), *Pten*^21–23^ or genetic activation of positive regulators of mTORC1, such as *Akt*, *Pi3k*, *Rheb* or *Rraga*^24–28^, have been invariably incompatible with aging studies due to the early development of specific deleterious pathologies that precluded the analyses of mechanisms and processes underlying organismal aging in mammals.

We have previously engineered two knock-in mice expressing active, GDP-like mutant variants of RagC (also known as *Rragc*)^29^, originally identified in human B cell lymphomas^30–32^. Heterozygous *Rragc*^S74C^ or *Rragc*^T89N^ mice show accelerated development of lymphomas when bred to a lymphoma-prone strain, and a moderate increase in nutrient signaling to mTORC1. Together with a newly generated knock-in strain of mice, expressing a canonical GDP-like mutation (S74N), we now show that in the absence of cooperating oncogenes, a mild increase in nutrient signaling to mTORC1 does not lead to spontaneous tumorigenesis, and instead, these mice show a shortened lifespan. This genetic system allows for the interrogation of the mechanisms underscoring the connections between the nutrient–mTORC1 axis and longevity. Increased nutrient signaling to mTORC1 leads to autonomous organ damage and prominent myeloid inflammation in response to evoking signals from damaged organs. Late-life blockade of myeloid cell infiltration mitigates several of these phenotypes and extends lifespan.

## Results

### *Rragc*-mutant mice have shortened lifespan

We have previously reported knock-in mice expressing activating mutant variants of *Rragc* (*Rragc*^S74C^ and *Rragc*^T89N^)^29^. These mutations encode amino acid substitutions translating from single-nucleotide changes recurrently found in human B cell lymphomas at the equivalent positions S75 and T90 in human *RRAGC*^30^. We have now knocked in a ‘canonical’ GDP-bound, activating RagC mutation, translating into *Rragc*^S74N^ (refs. ^33,34^) and not found in human lymphomas as two contiguous genetic mutations must occur. We engineered a two-nucleotide substitution in *Rragc* exon 1, which translates into the serine-to-asparagine change in aminoacidic position 74, together with additional silent mutations (Extended Data Fig. 1a). Heterozygous *Rragc*^S74N/+^ mice, as seen in *Rragc*^S74C/+^ and *Rragc*^T89N/+^ mice were found at sub-Mendelian ratios (Extended Data Fig. 1b). As previously observed in *Rragc*^S74C/+^ and *Rragc*^T89N/+^ cells^29^, primary mouse embryonic fibroblasts (MEFs) from *Rragc*^S74N/+^ mice show a modest increase in mTORC1 activity, as seen by the phosphorylation status of the mTORC1 targets S6k1 and Tfeb (Fig. 1a and Extended Data Fig. 1c–e), indicating that the effects of these three activating mutations in RagC on mTORC1 signaling are very similar. *Rragc*^S74N/S74N^ mice are not viable^28,29^, but *Rragc*^S74N/S74N^ MEFs show an increase in phospho-S6K1, plus a remarkable upshift of Tfeb, indicative of a large increase in its phosphorylation (Extended Data Fig. 1e). Immunofluorescence-based staining of Tfeb showed the expected nucleo-cytoplasmic shuttle of Tfeb upon amino acid-starvation/replenishment of *Rragc*^+/+^ MEFs, but cytoplasmic retention of Tfeb in *Rragc*^S74N/S74N^ MEFs even under amino acid starvation (Extended Data Fig. 1f). Tissues from heterozygous *Rragc*^S74N/+^ fasted mice present decreased Tfeb and Tfe3 in the nucleus (Fig. 1b and Extended Data Fig. 1g,h). Increased cytoplasmic retention of Tfeb in *Rragc*^S74N/+^ mice was validated by quantification of immunohistochemical stain of Tfeb in kidneys (Extended Data Fig. 1i).

**Fig. 1:**
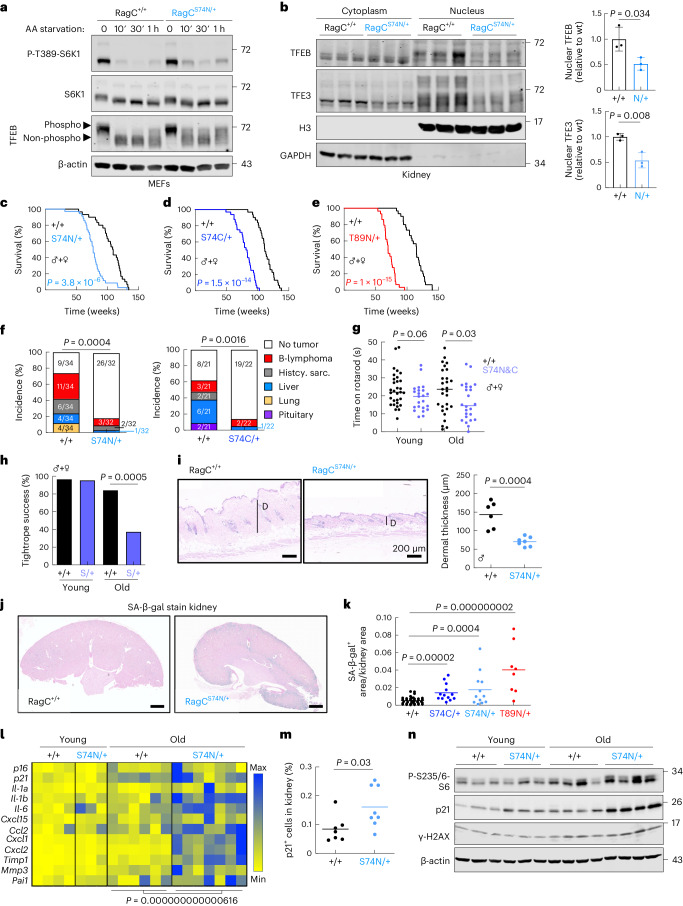
*Rragc*-mutant mice have a shortened lifespan. **a***, Rragc*^+/+^ and *Rragc*^S74N/+^ MEFs were deprived of all amino acids in RPMI with dialyzed serum for 10 min, 30 min and 1 h. Whole-cell protein lysates were immunoblotted for the indicated proteins. **b**, Tfe3 and Tfeb protein levels in subcellular fractions from kidneys from young *Rragc*^+/+^ (*n* = 3) and *Rragc*^S74N/+^ (*n* = 3) mice fasted 16 h. Quantification of Tfe3 and Tfeb levels in the nucleus is relative to histone 3 levels. Data are presented as mean ± s.d. **c**–**e**, Kaplan–Meier survival curves of *Rragc*^+/+^ (*n* = 30) and *Rragc*^S74N/+^ (*n* = 35) (**c**); *Rragc*^+/+^ (*n* = 31) and *Rragc*^S74C/+^ (*n* = 32) (**d**); *Rragc*^+/+^ (*n* = 30) and *Rragc*^T89N/+^ (*n* = 29) (**e**) mice. **f**, Tumor incidence in cohorts from *Rragc*^+/+^ (*n* = 34) and *Rragc*^S74N/+^ (*n* = 32) (left) and from *Rragc*^+/+^ (*n* = 21) and *Rragc*^S74C/+^ (*n* = 22) (right). Percentage of mice with no tumors, B cell lymphomas, histiocytic sarcomas, hepatocellular carcinomas, lung carcinomas and pituitary tumors. **g**, Time on rotarod measured in young (4–7.5-mo-old) and old (14.5–20-mo-old) *Rragc*^+/+^ (young, *n* = 31; old, *n* = 32) and *Rragc*^S74N/+^ and *Rragc*^S74C/+^ (young, *n* = 23; old, *n* = 24) mice. **h**, Tightrope assay performed in the same groups of mice as in **g**. Scale bars represent the percentage of mice that passed the assay. **i**, Dermal thickness measured in back skin of 18-mo-old *Rragc*^+/+^ (*n* = 6) and *Rragc*^*S74N*/+^ (*n* = 7) males. Scale bars, 200 μm. **j**, Representative pictures of SA-β-gal^+^ in kidney. Scale bars, 1,000 μm. **k**, Quantification of SA-β-gal^+^ within the kidney of 18-mo-old *Rragc*^+/+^ (*n* = 38), *Rragc*^S74*C*/+^ (*n* = 13), *Rragc*^S74N/+^ (*n* = 12) and *Rragc*^T89N/+^ (*n* = 8) mice. **l**, qRT–PCR analysis of genes of the SASP in kidneys of young (4-mo-old) and old (18-mo-old) *Rragc*^+/+^ (young, *n* = 4; old, *n* = 6) and *Rragc*^S74N/+^ (young, *n* = 3; old, *n* = 7) male mice. **m**, Quantification of IHC staining of anti-p21 in kidneys collected from 18-mo-old *Rragc*^+/+^ (*n* = 7) and *Rragc*^S74N/+^ (*n* = 8) male mice. **n**, Immunoblot for the indicated proteins from 4-mo-old and 18-mo-old *Rragc*^+/+^ and *Rragc*^*S74N*/+^ male mice. Statistical significance was assessed by log-rank test (**c**–**e**); two-sided chi-squared test (**f**); two-sided Fisher’s exact test (**h**); two-tailed Student’s *t*-test (**b**,**g**,**i**,**k**,**m**); and two-way analysis of variance (ANOVA) (**l**). mo, month. Source data

When bred to the follicular lymphoma-prone strain *VavP-Bcl2*^Tg^^35^, *Rragc*^mut/+^ mice rapidly develop lymphomas^29^, but in the absence of additional genetic modifications, the expression of *Rragc*^mut^ in heterozygosity lead to a strikingly similar shortened lifespan in all three *Rragc*^mut/+^ male and female cohorts (Fig. 1c–e and Extended Data Fig. 1j,k).

We first reasoned that the premature death of *Rragc*^mut/+^ mice was a consequence of spontaneous tumor development; however, and surprisingly for full-body expression of bona fide oncogenic mutations, upon postmortem histopathological examination, *Rragc*^S74N/+^ and *Rragc*^S74C/+^mice showed reduced, rather than increased, spontaneous tumor incidence (Fig. 1f). When all sacrificed mice with tumors identified post hoc were removed from the Kaplan–Meier survival curves, tumor-free *Rragc*^S74N/+^ and *Rragc*^S74C/+^ mice still showed a shortened lifespan compared to tumor-free *Rragc*^+/+^ mice (Extended Data Fig. 1l, m), indicating that the premature death of *Rragc*^mut/+^ mice is not related to differences in spontaneous tumorigenesis. Instead, we found multiple canonical markers of aging^36^ in ~16-month-old *Rragc*^mut/+^ mice: loss of neuromuscular coordination in rotarod and tightrope tests (Fig. 1g,h), thinning of the dermal layer of the skin (Fig. 1i), loss of bone mineral density (Extended Data Fig. 1n), increased systolic and diastolic pressure (Extended Data Fig. 1o) and decreased hemoglobin and hematocrit (Extended Data Fig. 1p). We also quantified senescence-associated β-galactosidase (SA-β-gal) activity, a readout of cellular senescence (a process strongly associated with aging^37^), in organs from ~16-month-old wild-type (wt) and *Rragc*^mut/+^ mice (Fig. 1j). Automatic quantification of SA-β-gal revealed a significant increase in the kidneys from the three *Rragc*^mut/+^ strains (Fig. 1k). Consistently, the expression of markers of senescence and a senescence-associated secretory phenotype (SASP) was also increased (Fig. 1l). In addition, immunohistochemistry (IHC) staining for Cdkn1a (p21) revealed significantly increased abundance of p21-positive cells in the kidney and pancreas from *Rragc*^S74N/+^ mice (Fig. 1m and Extended Data Fig. 1q,r), a difference confirmed by immunoblot (Fig. 1n). Additional markers of damage associated with aging, such as phosphorylation of H2ax (γ-H2ax; Fig. 1n), were also augmented in *Rragc*^S74N/+^ samples compared to *Rragc*^+/+^ samples of an identical chronological age.

### Old *Rragc*-mutant mice show an inflammaging phenotype

Quantification of peripheral blood mononuclear cells (PBMCs) from *Rragc*^+/+^ and *Rragc*^mut/+^ mice revealed another typical feature of old individuals, increased mature myeloid cells and decreased mature lymphoid populations^38,39^ (Fig. 2a,b). Histological examination of tissues from *Rragc*^S74N/+^ mice showed scattered but widespread foci of inflammation in kidney, pancreas, liver and lung (Fig. 2c–e). Moreover, inflammatory cytokines were significantly elevated in the peripheral blood from old *Rragc*^S74N/+^ mice (Fig. 2f). *Rragc*^S74N/+^ mice also presented elevated levels of creatinine and amylase in blood, markers of kidney and pancreas damage, respectively (Extended Data Fig. 2a,b). To identify transcriptomic changes reflecting underlying differences between old *Rragc*^+/+^ and old *Rragc*^S74N/+^ mice, we conducted bulk RNA sequencing (RNA-seq) from kidneys from ~16-month-old *Rragc*^+/+^ and *Rragc*^74N/+^ mice. Principal-component analysis (PCA) clustered samples by genotype (Extended Data Fig. 2c). Moreover, 1,368 genes were differentially expressed in old *Rragc*^S74N/+^ versus *Rragc*^+/+^ kidneys (792 upregulated and 576 downregulated in *Rragc*^S74N/+^; Supplementary Table 1). Among the most upregulated signatures in *Rragc*^S74N/+^ samples were inflammatory signatures such as interferon (IFN)γ and IFNα response, tumor necrosis factor (TNF) signaling and interleukin (IL)-6 signaling (Fig. 2g and Extended Data Fig. 2d). We also found chemokine-related signaling pathways (Fig. 2g and Extended Data Fig. 2d), integrins and extracellular matrix (ECM) remodeling signatures upregulated (Extended Data Fig. 2e). Moreover, SASP signatures^40,41^ were also enriched in *Rragc*^S74N/+^ samples (Extended Data Fig. 2d), in accordance with the increased SA-β-gal staining observed in the kidney (Fig. 1j,k). These results strongly suggest the existence of ‘inflammaging’, a basal and systemic myeloid inflammation associated with aging, and collectively support the occurrence of a phenotype resemblant of early onset of aging in mice with a mild increase in nutrient signaling.

**Fig. 2:**
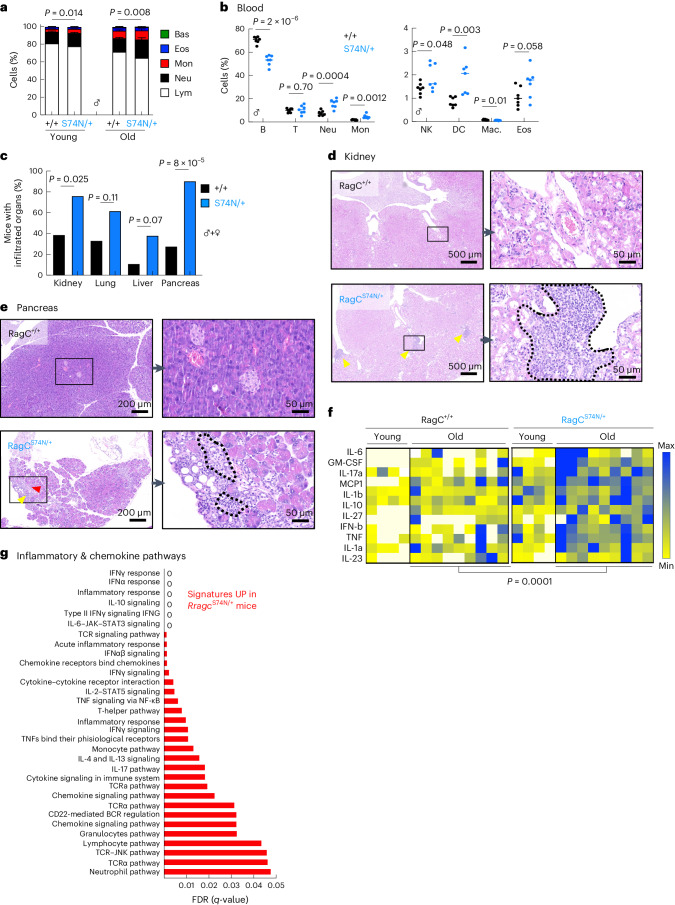
Old *Rragc*-mutant mice show an inflammaging phenotype. **a**, White blood cell (WBC) count performed in young (3–5-mo-old) and old (18-mo-old) *Rragc*^+/+^ (young, *n* = 8; old, *n* = 9) and *Rragc*^*S74N*/+^ (young, *n* = 12; old, *n* = 12) males. Each colored stack represents cell-type percentage (Lym, lymphocyte; Neu, neutrophil; Mon, monocyte; Eos, eosinophil; Bas, basophil). Data are presented as mean ± s.d. **b**, Percentage of the indicated cell populations in the blood of 18-mo-old *Rragc*^+/+^ (*n* = 9) and *Rragc*^S74N/+^ (*n* = 9) male mice. B, B cell; T, T cell; NK, natural killer; DC, dendritic cell; Mac, macrophage. **c**, Incidence of infiltrated inflammatory cells in the indicated tissues from 18-mo-old *Rragc*^+/+^ (*n* = 18) and *Rragc*^S74N/+^ (*n* = 21) mice. **d**, Representative H&E pictures in the same mice as in **c**, showing inflammatory foci in kidney (dashed lines). **e**, Representative H&E pictures in the same mice as in **c**, showing inflammatory foci in pancreas (dashed lines). **f**, Quantification of inflammatory cytokines in sera from young (4-mo-old) and old (18-mo-old) *Rragc*^+/+^ (young, *n* = 4; old, *n* = 9) and *Rragc*^S74N/+^ (young, *n* = 4; old, *n* = 9) male mice measured by Legendplex assay using flow cytometry. **g**, Graphical representation of the false discovery rates (FDRs) from the indicated KEGG, Hallmark, REACTOME and WikiPathways gene sets enriched in kidneys from 18-mo-old *Rragc*^S74N/+^ (*n* = 5) versus *Rragc*^+/+^ (*n* = 5) mice. Statistical significance was calculated by two-way ANOVA (**a**,**f**); two-tailed Student’s *t*-test (**b**); and two-sided Fisher’s exact test (**c**). Source data

RagC participates in a heterodimeric complex with RagA that binds mTORC1 in response to nutrients^42,43^, so we reasoned that pharmacological inhibition of mTORC1 with rapamycin could correct the phenotypic defects and the shortened longevity of *Rragc*^mut/+^ mice. In addition, rapamycin administration to ~1.5-year-old C57BL/6 mice significantly extends longevity^14^. Thus, we administered encapsulated rapamycin in food to 14-month-old mice, and at the same formulation as used elsewhere^14^. As expected, rapamycin-fed mice showed decreased phosphorylation of S6 in serines 235 and 236, and a canonical readout of suppressed mTORC1 activity in several organs, regardless of *Rragc* genotype (Extended Data Fig. 2f). Moreover, rapamycin administration led to a significant extension in longevity in *Rragc*^+/+^ mice (Extended Data Fig. 2g), but failed to extend survival in *Rragc*^mut/+^ (Extended Data Fig. 2h) mice and to decrease inflammation in organs from *Rragc*^mut/+^ (Extended Data Fig. 2i) mice. Collectively, these data suggest that chronic damage occurring before pharmacological inhibition of mTORC1 impaired a life-extending effect of rapamycin in *Rragc*^mut/+^ mice. In addition, the selective lack of effect of rapamycin in *Rragc*^mut/+^ mice points to rapamycin-resistant functions of an active RagC–mTORC1 axis, such as inhibition of TFEB family members^44,45^, playing a role in the shortened longevity of *Rragc*^mut/+^ mice.

Despite the lack of spontaneous lymphomas in *Rragc*^mut/+^ mice (Fig. 1f) and the lymphoid-to-myeloid inflammatory switch (Fig. 2a,b), we conceived that aberrant functions of B cells, or other immune cells, could be driving systemic health decline and death. To test whether aberrant B cell functions were an early driver of the inflammation and early death of *Rragc*^mut/+^ mice, we interbred *Rragc*^mut/+^ with *Ighm*^μMT/μMT^ mice, genetically deficient for mature B cells^46^, to generate *Rragc*^mut/+^ mice devoid of mature B cells. Overall survival of *Ighm*^μMT/μMT^ mice, regardless of the *Rragc* genotype, was shorter (Extended Data Fig. 2j) most likely due to their partial immunosuppression. Nevertheless, increased inflammation (Extended Data Fig. 2k) and premature death (Extended Data Fig. 2j) were still present in *Rragc*^mut/+^ mice in a B cell-deficient context. Together with the decreased B cell abundance in circulating blood from *Rragc*^mut/+^ compared to *Rragc*^+/+^ mice (Fig. 2b), these results show that increased inflammation and premature death are not a consequence of detrimental effects of aberrant B cell functions in *Rragc*^mut/+^ mice.

### Similarities between changes in *Rragc*^mut/+^ mice and physiological aging in mice and humans

The relevance of the Rag GTPase–mTORC1 pathway on aging is supported by genetic and pharmacological studies and is considered an important regulator of longevity across eukaryotes^2,3,16,17,47,48^. Nevertheless, because of the nature of the RagC mutations used herein, identified in patients with cancer and not in progeria patients, we sought to interrogate the relevance of our observations in physiological mouse and human aging. We analyzed the transcriptome of organs from young and old C57BL/6 mice from two independent cohorts: a cohort housed at the Spanish National Cancer Research Centre (CNIO) and an independent cohort house at the National Institute on Aging (NIA). To analyze these two independent datasets, we compiled a tailored list of gene signatures (Supplementary Table 2), including selected canonical gene sets from the Hallmark and KEGG databases, gene lists curated from previous literature on aging, senescence and inflammation^40,41^ and signatures of *TFEB* targets^49,50^. In addition, to specifically interrogate whether cellular processes downstream of activation of RagC are affected in normal aging, we curated lists of differentially expressed genes (DEGs) obtained from transcriptomic analyses (Extended Data Fig. 2c and Supplementary Table 1) of old and young organs from *Rragc*^S74N/+^ and wt (Fig. 3a) mice.

**Fig. 3:**
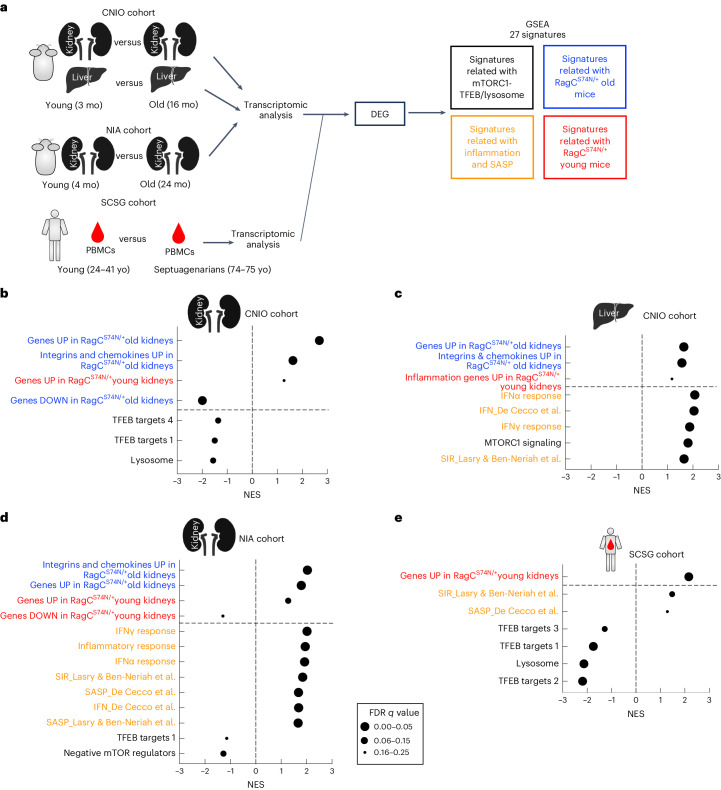
Similarities between changes in *Rragc*^mut/+^ mice and physiological aging in mice and humans. **a**, Experimental setup for the preranked GSEA performed in old and young wt mice from CNIO (kidney and liver) and NIA (kidney) cohorts, and the SCSG cohort (PBMCs from septuagenarians and young individuals) using 27 curated signatures related to mTORC1–TFEB and lysosomes (in black), signatures related to *Rragc*^S74N/+^ old mice (blue), signatures related to inflammation and SASP (orange) and signatures related to *Rragc*^S74N/+^ young mice (red). See Supplementary Table 2 for a detailed description of the signatures. **b**, Normalized enrichment score (NES) of indicated gene sets when comparing gene expression in old wt versus young wt kidneys from CNIO cohort. **c**, NES of indicated signatures when comparing gene expression in old wt versus young wt livers from CNIO cohort. **d**, NES of indicated signatures when comparing gene expression in old wt versus young wt kidney from NIA cohort. **e**, NES of indicated signatures when comparing gene expression in septuagenarians versus young PBMCs from the SCSG cohort. For **b**–**e**, a positive NES reflects enrichment of the gene set at the top of the ranked list and gene sets with a negative NES are overrepresented at the bottom of the gene list. The size of the bubble represents the FDR *q* value. Pictures of the liver and kidney were created with BioRender. Source data

In datasets from both CNIO and NIA, old wt mice show a striking enrichment of upregulated DEGs from *Rragc*^S74N/+^ young and old mice, whereas genes repressed in old and young *Rragc*^S74N/+^ mice are downregulated in old wt mice from CNIO and NIA cohorts. (Fig. 3b–d). These associations strongly support that both the early and late changes caused by activation of Rag GTPase signaling in mouse tissues strikingly overlap with the transcriptional changes that occur over time in naturally aged mice. Samples from naturally aged mice also exhibit upregulation of canonical signatures and previously published genes related to senescence, its secretory phenotype, inflammation, interferon (Fig. 3b–d), consistently with similar changes observed in *Rragc*^mut/+^ mice (Figs. 1l and 2g and Extended Data Fig. 2d,e) and indicating that processes occurring during physiological aging are exacerbated in, and not exclusive of, RagC-mutant mice. This similarity also applies if the comparison is conducted with genes related to inflammation and to integrins, senescence and chemokines. The direct consequence of activation of Rag GTPase signaling, namely activation of mTORC1 and suppression of TFEB activity and lysosomal biogenesis, which were seen in the transcriptomic analysis of *Rragc*^S74N/+^ mice (Extended Data Fig. 2d), are observed in samples from naturally aged CNIO and NIA cohorts (Fig. 3b–d and Extended Data Fig. 3a,b). Furthermore, we validated the expression by quantitative PCR with reverse transcription (qRT–PCR) of several TFEB targets and found a significant reduction in the transcript abundance of several TFEB targets in old wt kidneys compared to young wt kidneys (Extended Data Fig. 3c). Collectively, these analyses support that the Rag GTPase–mTORC1–TFEB–lysosome axis is deregulated during aging and suggest that this axis is of relevance for mammalian aging.

In addition to the analysis of mouse cohorts, we obtained the transcriptomic datasets from PBMCs from young adult and septuagenarian healthy individuals from the Spanish Centenarian Study Group (SCSG) cohort^51^. We applied the same curated signature analysis used above in search for overlaps between DEGs from RagC-mutant samples, canonical markers of aging and specific functions downstream of the Rag GTPases (TFEB and lysosome) in the septuagenarian cohort of this human study. The septuagenarian group exhibits a positive enrichment in the inflammatory signatures obtained from previous literature^40,41^ (Fig. 3e and Extended Data Fig. 3d) and notably, the upregulated genes from *Rragc*^S74N/+^ kidneys from young mice were enriched in septuagenarians compared to younger individuals. Moreover, samples from septuagenarians exhibit a significant depletion of the lysosome signature from KEGG and a significant depletion of signatures of TFEB targets. These positive and negative associations strongly support that changes in the Rag GTPase–mTORC1–lysosome occur in normal aging of both mice and humans.

### *Rragc*-mutant ‘reverse’ BM chimeras exhibit shortened longevity

B cells have a negligible effect in the premature death of *Rragc*^mut^ mice (Extended Data Fig. 2j). Nonetheless, the increased inflammation observed in old *Rragc*^S74N/+^ mice pointed to a bone marrow (BM)-derived population triggering the accelerated health decline in *Rragc*^mut/+^, so we sublethally irradiated wt C57BL/6 hosts and reconstituted their BM with cells obtained from BM of either *Rragc*^+/+^ or *Rragc*^mut/+^ mice (Fig. 4a), and monitored inflammation, markers of aging and overall survival. At 500 days, *Rragc*^mut/+^ BM chimeras had the same decrease in B cell lineage and partial increase in myeloid populations (Fig. 4b and Extended Data Fig. 4a) observed in full-body *Rragc*^mut/+^ mice (Fig. 2b), indicating that the lymphoid-to-myeloid switch observed in full-body *Rragc*^mut/+^ is BM-cell intrinsic. In contrast, BM chimeras failed to phenocopy the increased parenchymal inflammation (Fig. 4c), the decrease in hemoglobin and hematocrit (Extended Data Fig. 4b), the loss of neuromuscular coordination (Fig. 4d,e) and the dermal thinning (Fig. 4f) observed in full-body *Rragc*^mut/+^ mice. In addition, *Rragc*^mut/+^ BM chimeras did not show evidence of increased senescence (Fig. 4g and Extended Data Fig. 4c,d). More notably, and in contrast to the shortened lifespan of full-body *Rragc*^mut/+^ mice, the median and maximal lifespans of BM-*Rragc*^+/+^, BM-*Rragc*^S74C/+^ and BM-*Rragc*^S74N/+^ chimeras were identical (Fig. 4h,i). These transplantation experiments demonstrate that BM cells with increased nutrient signaling do not suffice to recapitulate the aging-like phenotype of mice with increased nutrient signaling.

**Fig. 4:**
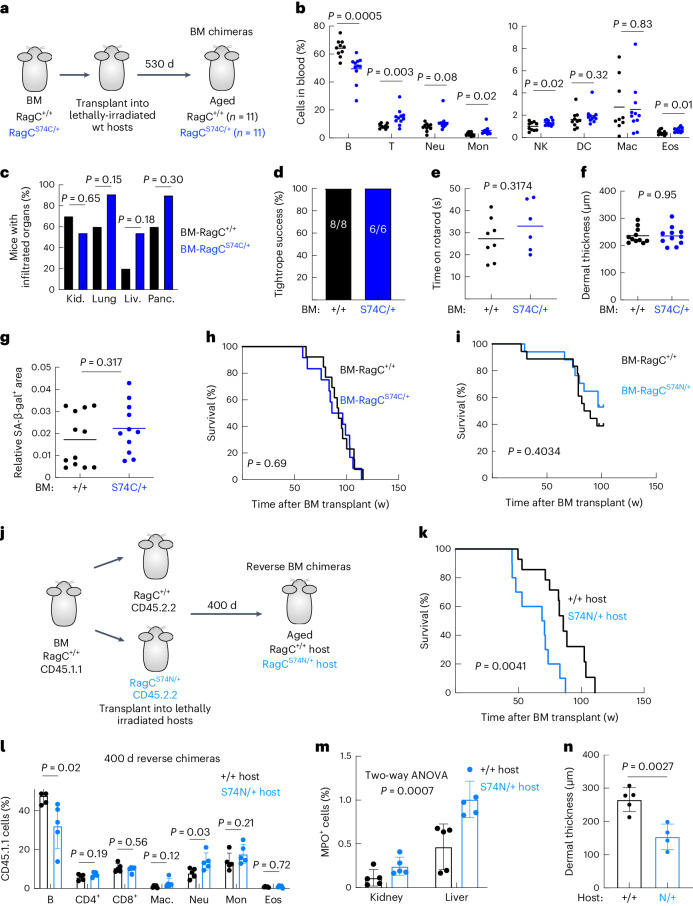
*Rragc*-mutant ‘reverse’ BM chimeras exhibit shortened longevity. **a**, Experimental setup for the generation of *Rragc*^+/+^ and *Rragc*^S74C/+^ BM chimeras. Aging features and inflammation were measured 18 months after transplantation. **b**, Percentage of cell populations in the blood of 18-mo-old BM-*Rragc*^+/+^ (*n* = 9) and BM-*Rragc*^S74C/+^ (*n* = 10) male mice. B, B cell; T, T cell; Mon, monocyte; NK, natural killer; Mac, macrophage; Eos, eosinophil. **c**, Incidence of inflammatory cells in tissues from 18-mo-old BM-*Rragc*^+/+^ (*n* = 10) and BM-*Rragc*^S74C/+^ (*n* = 11) mice. **d**, Tightrope assay in 18-mo-old BM-*Rragc*^+/+^ (*n* = 8) and BM-*Rragc*^S74C/+^ (*n* = 6) male mice. Bars represent the percentage of mice that passed the test. **e**, Time on rotarod test measured in the same mice as in **c**. **f**, Dermal thickness of back skin of 18-mo-old BM-*Rragc*^+/+^ (*n* = 11) and BM-*Rragc*^S74C/+^ (*n* = 11) male mice. **g**, Quantification of SA-β-gal^+^ area within the kidney area of 18-mo-old BM-*Rragc*^+/+^ (*n* = 12) and BM-*Rragc*^S74C/+^ (*n* = 11) mice. **h**, Kaplan–Meier survival curves of BM-*Rragc*^+/+^ (*n* = 13) and BM-*Rragc*^S74C/+^ (*n* = 12) mice. **i**, Kaplan–Meier survival curves of BM-*Rragc*^+/+^ (*n* = 9) and BM-*Rragc*^S74N/+^ (*n* = 20) mice. **j**, Experimental setup for the generation of reverse chimeric *Rragc*^+/+^ and *Rragc*^S74C/+^ mice. Readout 14 months after transplant of wt BM into *Rragc*^+/+^ and *Rragc*^S74N/+^ hosts. **k**, Kaplan–Meier survival curves of reverse BM-*Rragc*^+/+^ (*n* = 14) and BM-*Rragc*^S74N/+^ (*n* = 10) mice. **l**, Percentage of cell populations in the blood of 14-mo-old reverse BM-*Rragc*^+/+^ (*n* = 5) and BM-*Rragc*^S74N/+^ (*n* = 5) male mice. **m**, Quantification of IHC for myeloperoxidase in kidneys (left) and livers (right) collected from 14-mo-old reverse BM-*Rragc*^+/+^ (*n* = 5) and reverse BM-*Rragc*^S74N/+^ (*n* = 5) male mice. **n**, Dermal thickness measured in back skin of 14-mo-old reverse BM-*Rragc*^+/+^ (*n* = 5) and *Rragc*^*S74N*/+^ (*n* = 4) males. Statistical significance was assessed by two-tailed Student’s *t*-test (**b**,**e**–**g**,**l**,**n**); two-sided Fisher’s exact test (**c**,**d**); log-rank test (**h**–**k**); and two-way ANOVA (**m**). Data are presented as mean ± s.d. (**l**–**n**). Source data

We next decided to test whether the shortened lifespan of *Rragc*^mut/+^ mice was instead driven by parenchymal damage and so we conducted ‘reverse’ BM chimera reconstitution experiments, in which wt BM cells were used to reconstitute the hematopoietic system of young *Rragc*^+/+^ and *Rragc*^S74N/+^ sublethally irradiated hosts (Fig. 4j). Notably, *Rragc*^S74N/+^ hosts with wt BM had shortened longevity (Fig. 4k), lymphoid-to-myeloid switch (Fig. 4l), increased myeloid inflammation (MPO^+^ cells, Fig. 4m and Extended Data Fig. 4e), increased SA-β-gal with increase in systemic inflammatory cytokines (Extended Data Fig. 4f,g) and dermal thinning (Fig. 4n). Collectively, the BM transplantation experiments demonstrate that increased nutrient signaling in parenchymal cells, but not BM-derived cells, is sufficient to trigger the pro-aging-like phenotype of *Rragc*^mut^ mice.

### Old *Rragc*^S74N/+^ organs attract neutrophils

While BM-derived cells from *Rragc*^mut/+^ mice *per se* do not shorten longevity, chronic inflammation and inflammatory damage may be a necessary player in response to organ damage caused by increased nutrient signaling in *Rragc*^mut/+^ mice and a critical contributor to their shortened lifespan. Of note, two of the most upregulated inflammatory cytokines in kidneys from old *Rragc*^mut/+^ mice were *Cxcl1* and *Cxcl2* (Fig. 1l), chemokines that promote activation and extravasation of neutrophils^52^. Thus, to quantitatively ascertain neutrophil infiltration, we quantified myeloperoxidase (MPO)-positive cells, a marker of neutrophil inflammation, by IHC and found a significant increase in neutrophil abundance in kidney and liver from old *Rragc*^mut/+^ mice (Fig. 5a and Extended Data Fig. 5a,b). Myeloid inflammation can be detrimental for organ homeostasis^53,54^, so to test whether *Rragc*^S74N/+^ neutrophils were cell-intrinsically dysfunctional and potential drivers of the health decline of *Rragc*^S74N/+^ mice, we purified BM-derived neutrophils from *Rragc*^+/+^ and *Rragc*^S74N/+^ mice and tested their cell-intrinsic ability to respond to activating stimuli in vitro. Treatment of purified neutrophils with the activating agent phorbol 12-myristate 13-acetate (PMA) resulted in similar activation and production of reactive oxygen species as indicated by the levels of the dihydrorhodamine (DHR) 123 probe (Fig. 5b) and a similar extent of activation-induced phagocytosis of *Escherichia* *coli* (Fig. 5c). Transcriptomic profiling of neutrophils purified from BM of five *Rragc*^+/+^ and five *Rragc*^S74N/+^ young mice, yielded minimal transcriptomic changes (Extended Data Fig. 5c), with zero DEGs and with only few significant enrichment of signatures, which included TFEB targets, NFKBIA targets and apoptosis in *Rragc*^+/+^ neutrophils (Extended Data Fig. 5d and Supplementary Table 1).

**Fig. 5:**
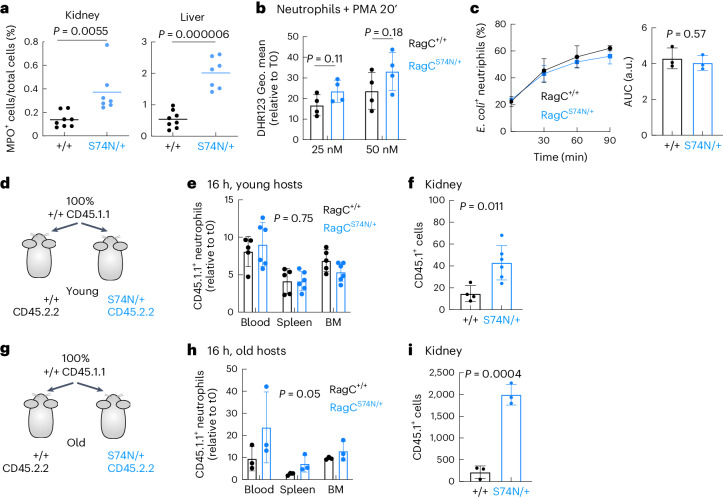
Old *Rragc*^S74N/+^ organs promote neutrophil infiltration. **a**, Quantification of IHC staining for myeloperoxidase in kidneys (left) and livers (right) collected from 18-mo-old *Rragc*^+/+^ (*n* = 8) and *Rragc*^S74N/+^ (*n* = 7) male mice. **b**, Reactive oxygen species production by neutrophils isolated from *Rragc*^+/+^ (*n* = 4) and *Rragc*^S74N/+^ (*n* = 4) BM as assessed by flow cytometry with DHR 123 after a 20-min treatment with PMA at the indicated concentrations. **c**, Kinetics of phagocytosis of GFP^+^ *E.* *coli* expressed as a percentage of GFP^+^ cells by neutrophils isolated from *Rragc*^+/+^ (*n* = 3) and *Rragc*^S74N/+^ (*n* = 3) BM. Data are presented as mean ± s.d. **d**, Experimental setup of the neutrophil adoptive transplant experiment. BM-derived neutrophils were isolated from 2–3-mo-old *Rragc*^+/+^ mice (CD45.1.1) and transplanted to 3-mo-old *Rragc*^+/+^ (CD45.2.2) and to 3-mo-old *Rragc*^S74N/+^ (CD45.2.2) male hosts. **e**, Quantification of wt CD45.1.1 neutrophils in the indicated tissues from CD45.2.2 *Rragc*^+/+^ (*n* = 5) and *Rragc*^S74N/+^ (*n* = 6) male hosts 16 h after the adoptive transplant. **f**, Quantification of CD45.1.1 wt neutrophils by IF in kidneys from CD45.2.2 *Rragc*^+/+^ (*n* = 4) and *Rragc*^S74N/+^ (*n* = 6) host males. **g**, Experimental setup of the neutrophil adoptive transplant experiment. BM-derived neutrophils were isolated from 3-mo-old Rragc^+/+^ mice (CD45.1.1) and transplanted to 12–14-mo-old *Rragc*^+/+^ (CD45.2.2) and *Rragc*^S74N/+^ (CD45.2.2) male hosts. **h**, Quantification of transferred wt CD45.1.1 neutrophils in the indicated tissues from CD45.2.2 *Rragc*^+/+^ (*n* = 3) and *Rragc*^S74N/+^ (*n* = 3) male hosts 16 h after adoptive transplant. **i**, Quantification of transferred wt CD45.1.1 neutrophils by IF in kidneys from CD45.2.2 *Rragc*^+/+^ (*n* = 3) and *Rragc*^S74N/+^ (*n* = 3) host males. Statistical significance was assessed by two-tailed Student’s *t*-test (**a**–**c**,**f**,**i**) and two-way ANOVA (**e**,**h**). Data in **b**,**c**,**e**,**f**,**h**,**i**, are presented as mean ± s.d. Source data

Neutrophils have a rapid turnaround time of approximately 1 day, and fresh and aged neutrophils can be distinguished by differential expression of cell-surface markers^55^. We wondered whether neutrophils were retained for longer periods of time and, thus, aged neutrophils would be increased in *Rragc*^S74N/+^ mice; however, aged neutrophils (CD11b^+^ Ly6G^+^, CD62L^−^ and CXCR4^+^) were equally increased in *Rragc*^+/+^ and *Rragc*^mut/+^ old mice and accordingly, fresh neutrophils were reduced in old mice of both genotypes (Extended Data Fig. 5e). Taken together, the transcriptomic, activation and cell-surface analyses in neutrophils are consistent with negligible intrinsic molecular and functional differences in neutrophils from *Rragc*^+/+^ and *Rragc*^S74N/+^ mice.

We next reasoned that parenchymal damage and chemoattractant signals from organs from *Rragc*^S74N/+^ mice could trigger neutrophil inflammation. To conclusively distinguish between neutrophil-intrinsic and non-intrinsic neutrophil responses in *Rragc*^S74N/+^ mice, we conducted a series of in vivo experiments with adoptive transfer of *Rragc*^+/+^ and *Rragc*^S74N/+^ neutrophils isolated from BM (experimental cartoon in Extended Data Fig. 5f). Competitive adoptive transfer of *Rragc*^+/+^; CD45.1.2 and *Rragc*^S74N/+^; CD45.2.2 in wt CD45.1.1 hosts resulted in a minimal, but significant increase in *Rragc*^S74N/+^; CD45.2.2 compared to transferred *Rragc*^+/+^; CD45.1.2 neutrophils (Extended Data Fig. 5g). We next interrogated whether wt neutrophils become differentially activated in *Rragc*^+/+^ versus *Rragc*^S74N/+^ hosts, so we transferred wt neutrophils (CD45.1.1) in young and old *Rragc*^+/+^ and *Rragc*^S74N/+^ CD45.2.2 hosts to assess differential behavior in differential environments (hosts of different *Rragc* genotype). When young wt neutrophils were transferred to young *Rragc*^+/+^ and *Rragc*^mut/+^ hosts (Fig. 5d), the relative abundance in the blood, spleen and BM 16 h post-injection was similar (Fig. 5e), but the extravasation of wt neutrophils to kidneys of young *Rragc*^S74N/+^ mice was significantly increased compared to extravasation of wt neutrophils in wt hosts (Fig. 5f and Extended Data Fig. 5h). Notably, the differential behavior of wt neutrophils was massively increased when transferred to old *Rragc*^+/+^ and *Rragc*^S74N/+^ recipients (Fig. 5g). The wt neutrophils in *Rragc*^S74N/+^ hosts were more abundant both in circulation and in the BM, spleen and kidney of old *Rragc*^S74N/+^ hosts (Fig. 5h,i and Extended Data Fig. 5i). Such differential persistence and extravasation of wt neutrophils in old *Rragc*^S74N/+^ hosts is consistent with damage signals stemming from old *Rragc*^mut/+^ organs that anomalously attract and activate myeloid cells. In turn, aberrantly behaving myeloid cells, through increased and sustained immune infiltration of *Rragc*^mut/+^ mice, may further contribute to perpetuate and worsen damage, senescence, SASP and further reinforce the chemoattractant signals for myeloid cells.

### Pro-inflammatory signals precede inflammation in young *Rragc*^S74N/+^ organs

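Gene expression was measured in whole kidneys from 3-month-old *Rragc*+/+ mice (n = 5) and *Rragc* S74N/+ mice (n = 5). Each library came from 1 mouse and was made with the QuantSeq 3′ method, in which reverse transcription starts at the poly(A) tail, so that reads fall near the 3′ end of each transcript and a count does not grow with transcript length. The authors aligned the reads to GRCm39 with TopHat2, counted them per gene and strand with HTSeq on the GENCODE vM26 annotation, and deposited normalized counts for 13837 genes. Because the aligner was set to allow multiple hits, genes with near-identical copies could gain or lose reads, and their values are uncertain. In every library, 100% of the values were whole multiples of a single step, which is the value of 1 read after division by that library's size factor. Whole reads were recovered by undoing this division. The recovered reads on genes numbered 6501552 to 7856363 per *Rragc*+/+ mouse (median 6728400) and 6872310 to 7996087 per *Rragc* S74N/+ mouse (median 7256462), and did not differ between genotypes (two-sided exact permutation test, p = 0.595). Genes with a low mean were absent, since the lowest mean normalized count of a gene was 5.64. The mitochondrial transcript mt-Nd4 was the most abundant in every library and took between 11.5% and 17.3% of the reads. Transcripts of the mitochondrial genome together made up 27.7% ± 2.41 (SD, n = 5) of reads in *Rragc*+/+ kidneys and 25.2% ± 1.25 (SD, n = 5) in *Rragc* S74N/+ kidneys (exact permutation test, p = 0.0952).

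The authors' normalization was kept. Normalized counts were tested on the log2(value + 1) scale with limma, with a trend of the variance on expression, in the 13197 genes with a normalized count of at least 10 in at least 5 of the 10 mice. P values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold for a differentially expressed gene. A fold change on this scale understates the change of genes with low counts. The library codes fall into a pair of runs of numbers. Codes ending in 38 to 40 hold 2 *Rragc*+/+ mice and 1 *Rragc* S74N/+ mouse, and codes ending in 53 to 66 hold 3 *Rragc*+/+ and 4 *Rragc* S74N/+ mice. The first run is too small to be tested alone, so results are also given for the second. Livers were not analysed here.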

To support the notion that myeloid cells inflict additional damage to organs in *Rragc*^mut/+^ mice in response to aberrant signals from peripheral organs from *Rragc*^mut/+^ mice, we conducted bulk RNA-seq from kidneys and livers from 2–4-month-old *Rragc*^+/+^ and *Rragc*^S74N/+^ mice, age in which myeloid inflammation and organ damage is not yet evident (Fig. 6a–d and Extended Data Fig. 6a,b). PCA clusters samples by genotype (Extended Data Fig. 6c), indicating that molecular differences are already evident at an early age and may underlie the extravasation of wt neutrophils observed in Fig. 5f,i. Moreover, in contrast to the absence of DEGs in purified neutrophils from *Rragc*^+/+^ versus *Rragc*^S74N/+^ young mice, 689 genes from the kidney were differentially expressed in young *Rragc*^*S*74N/+^ kidneys (335 upregulated and 354 downregulated; Supplementary Table 1). 

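In the PCA of the 10 kidneys over the 500 most variable genes, PC1 held 39.2% of the variance and PC2 held 14.7%. The PC1 scores of *Rragc*+/+ mice lay between -12.46 and -10.68, and those of *Rragc* S74N/+ mice between 7.20 and 21.43. The mean PC1 score was 23.4 higher in *Rragc* S74N/+ mice than in *Rragc*+/+ mice (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). PC2 scores did not separate the genotypes, with a difference in means of 3.66 (exact permutation test, p = 0.563). Genotype accounted for 36.9% of the variance of these genes, a share that no other split into 5 and 5 mice reached (one-sided exact permutation test, p = 0.00794). The share fell most when all genes that passed the filter were used, to 23.1% (exact permutation test, p = 0.00794). Among the 7 mice with library codes ending in 53 to 66, genotype accounted for 39.0% (exact permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). Along PC1, *Rragc* S74N/+ mice were more spread than *Rragc*+/+ mice, and replicate 66 had the highest score.

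**Figure D1:**
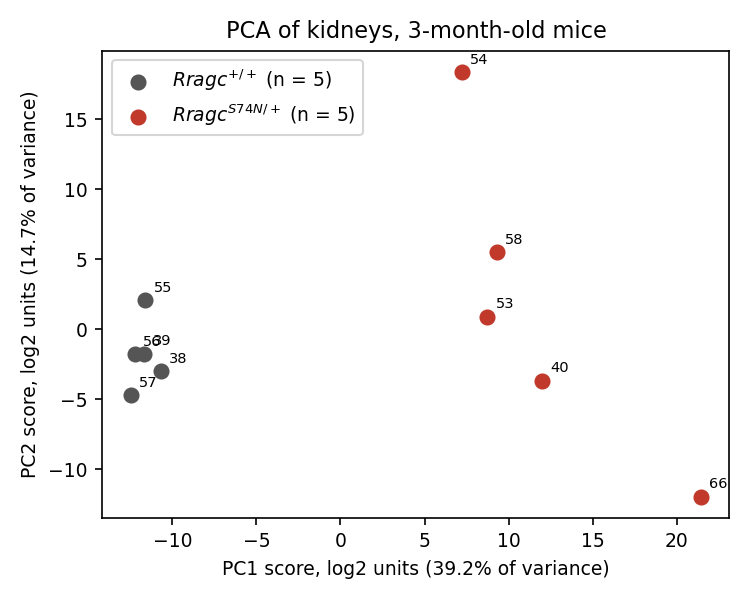
Scores of each kidney on PC1 (horizontal axis) and PC2 (vertical axis), in log2 units, over the 500 most variable genes. Each point is 1 mouse, labelled with its replicate number, with 5 *Rragc*+/+ mice in grey and 5 *Rragc* S74N/+ mice in red. The *Rragc*+/+ mice sit between -12.46 and -10.68 on PC1 and the *Rragc* S74N/+ mice between 7.20 and 21.43.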

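In kidneys of 3-month-old mice, 487 genes were differentially expressed between genotypes, 220 of them higher and 267 lower in *Rragc* S74N/+ mice (limma, adjusted p under 0.05). Among the alternative settings of this test, a covariate for the run of library codes moved the number most, and with it 832 genes passed, 434 higher and 398 lower. Within the codes ending in 53 to 66 alone, 346 genes passed, 168 higher and 178 lower. Leaving out each mouse in turn gave fewer genes in every fit, with 295 as the lowest number, and 265 of the 487 were called in all 10 fits, with 0 changes of sign. In 382 of the 487 genes, the values of the genotypes did not overlap. Of all genes tested, 5.00% were separated in this way, against 0.794% given by chance. With DESeq2 on the recovered reads, 648 genes passed, 317 higher and 331 lower.

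The paper lists 690 entries for these kidneys (Supplementary Table 1), of which 668 were matched to a gene in the deposited values and 655 were tested. All 655 changed in the direction that the paper lists, and 449 were differentially expressed in the limma fit. The paper's list was made from these same kidneys, so the shared direction is not independent support. Another 38 genes passed that are not in the paper's list.

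Rragc itself had a normalized count of 285 ± 42.3 (SD, n = 5) in *Rragc*+/+ kidneys and 216 ± 23.6 (SD, n = 5) in *Rragc* S74N/+ kidneys. Its log2 fold change was -0.40 (standard error 0.12, adjusted p = 0.0678 from limma), and the exact permutation test of its values alone gave p = 0.0238. Its adjusted p was between 0.0312 and 0.145 over the other settings.

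The genes lower in *Rragc* S74N/+ kidneys by the largest amounts were F5, Pvalb, Egfl6, Gpx6 and Mdk. F5, coagulation factor V, fell from 182 ± 31.4 (SD, n = 5) to 17.7 ± 6.73 (SD, n = 5) normalized counts, a log2 fold change of -3.34 (standard error 0.21, limma adjusted p = 3.2e-08). Pvalb, which encodes parvalbumin, had a log2 fold change of -3.06 (standard error 0.17, limma adjusted p = 5.1e-09), and Mdk, the gene with the smallest p, one of -2.46 (standard error 0.13, limma adjusted p = 4.3e-09). For Egfl6 and Gpx6, the log2 fold changes were -2.88 and -2.62. Slc16a7 and Ckb also had p values among the 5 smallest, with log2 fold changes of -2.11 and -1.47. The genes higher by the largest amounts were Ighg2c, Cyp4a14, Ighg2b, Slc38a3 and Scd1, with log2 fold changes of 3.29, 3.23, 2.58, 1.91 and 1.86. Of these, Slc38a3 was the most even between mice, at 117 ± 25.1 (SD, n = 5) normalized counts in *Rragc*+/+ and 438.2 ± 71.3 (SD, n = 5) in *Rragc* S74N/+ kidneys (limma adjusted p = 2.0e-07). Ighg2c and Ighg2b encode immunoglobulin constant regions, and Cyp4a14 belongs to a family of similar genes, so reads could be split between relatives. These 10 genes were chosen among those whose values did not overlap between genotypes, and each passed in the 10 fits that left out a mouse.

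**Figure D2:**
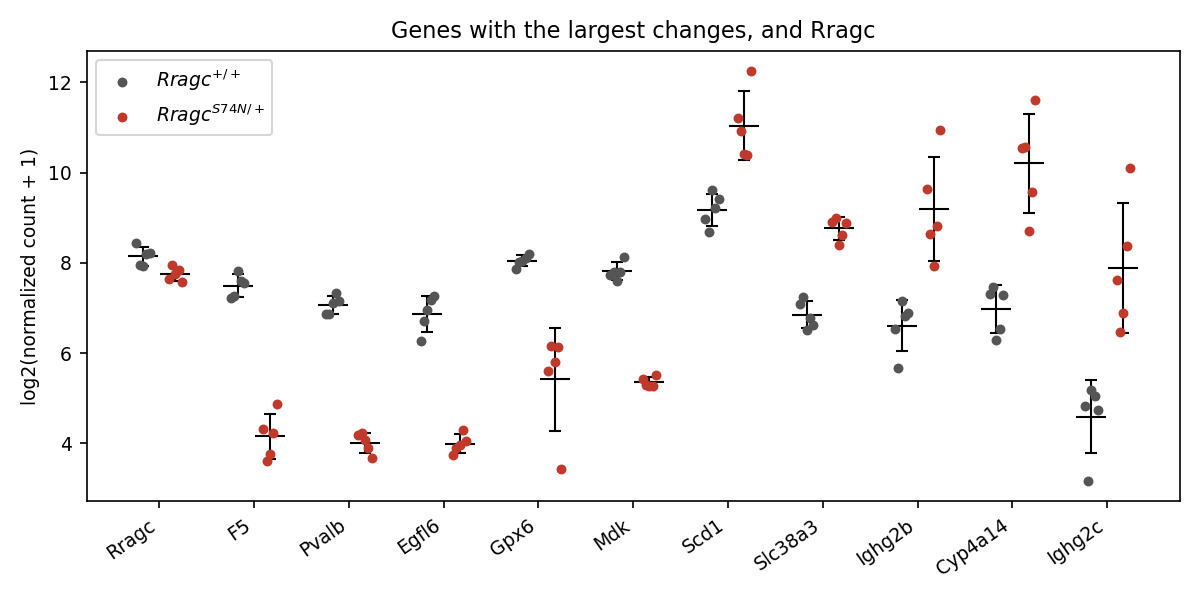
Expression of Rragc and of the 10 genes with the largest changes, as log2(normalized count + 1) on the vertical axis. Each point is 1 mouse (5 *Rragc*+/+ in grey, 5 *Rragc* S74N/+ in red), the horizontal bar is the mean and the error bar the SD. F5, Pvalb, Egfl6, Gpx6 and Mdk are lower in every *Rragc* S74N/+ mouse, Scd1, Slc38a3, Ighg2b, Cyp4a14 and Ighg2c are higher in every *Rragc* S74N/+ mouse, and the values of Rragc overlap.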

Among the top depleted signatures were Tfeb targets^28,50^ and mTORC1 activity and inflammation were among the top-enriched ones (Fig. 6e and Extended Data Fig. 6d). 

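Preranked enrichment was computed with fgsea over 24 gene lists from the paper's supplementary tables, with genes ranked by limma's moderated t and 10000 permutations of genes, and p values were adjusted over the 24 lists. At an adjusted p under 0.05, 15 lists passed. All 4 lists of TFEB targets were depleted in *Rragc* S74N/+ kidneys. The normalized enrichment score (NES) was -1.77 for TFEB targets_1 (19 genes ranked, fgsea adjusted p = 0.0121), -1.49 for TFEB targets_2 (553 genes, adjusted p = 0.000729), -1.68 for TFEB targets_3 (214 genes, adjusted p = 0.000729) and -1.51 for TFEB targets_4 (224 genes, adjusted p = 0.00469). The KEGG lysosome list had an NES of -2.10 (107 genes, adjusted p = 0.000729). Among enriched lists, Hallmark MTORC1 signaling had an NES of 1.62 (185 genes, adjusted p = 0.00105), interferon alpha response 1.83 (83 genes, adjusted p = 0.00105) and interferon gamma response 1.56 (152 genes, adjusted p = 0.00361). The Hallmark inflammatory response list was not enriched, with an NES of 0.91 (112 genes, adjusted p = 0.821). Among the alternatives for this enrichment test, the number of lists moved most with camera, which called 8 lists. It was run with a preset correlation between genes of 0.01, so a stronger correlation within a list was not allowed for. By camera, the adjusted p was 0.00216 for TFEB targets_1, 0.000843 for the lysosome list and 0.0031 for interferon alpha response, but 0.0687 for MTORC1 signaling, 0.0713 for interferon gamma response, and 0.101, 0.0729 and 0.278 for TFEB targets_2, TFEB targets_3 and TFEB targets_4.

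Permutation of genes does not use the spread between mice, so each list was also scored in each mouse as the mean z-score of its genes. The score of TFEB targets_1 was 0.297 ± 0.12 (SD, n = 5) in *Rragc*+/+ and -0.297 ± 0.222 (SD, n = 5) in *Rragc* S74N/+ mice, and was lower in every *Rragc* S74N/+ mouse than in every *Rragc*+/+ mouse (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0952). The difference between the genotype means was -0.154 for TFEB targets_2 (exact permutation test, p = 0.0159, adjusted p = 0.0952), -0.181 for TFEB targets_3 (p = 0.0317 by the same exact test, adjusted p = 0.152) and -0.0741 for TFEB targets_4 (p = 0.183 by the same exact test, adjusted p = 0.398). For the lysosome list, the difference was -0.394 (exact permutation test, p = 0.0159, adjusted p = 0.0952). MTORC1 signaling differed by 0.217 (exact permutation test, p = 0.0794, adjusted p = 0.254), interferon alpha response by 0.386 (p = 0.0873 by the same exact test, adjusted p = 0.254), interferon gamma response by 0.193 (p = 0.341 by the same exact test, adjusted p = 0.482) and the inflammatory response by 0.0307 (p = 0.738 by the same exact test, adjusted p = 0.82). With adjustment over the 24 lists, 0 scores passed, and 0.00794 is the smallest unadjusted p that the design allows. Since TFEB targets_1 was at that smallest p and did not pass, the 0 partly reflects the number of mice.

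In TFEB targets_1, 14 of the 19 genes tested were lower in *Rragc* S74N/+ kidneys, and Flcn, Hexa, Rragd and Tpp1 were differentially expressed. Hexa, which encodes a lysosomal hexosaminidase subunit, had 141 ± 7.89 (SD, n = 5) normalized counts in *Rragc*+/+ and 78.4 ± 14.2 (SD, n = 5) in *Rragc* S74N/+ kidneys, a log2 fold change of -0.86 (limma adjusted p = 0.00066). Rragd, a paralog of Rragc, had a log2 fold change of -0.82 (limma adjusted p = 0.000937), Flcn one of -0.61 (adjusted p = 0.0341) and Tpp1 one of -0.47 (adjusted p = 0.00526). Flcn passed in 4 of the 10 fits that left out a mouse, and the other genes of the 4 in all 10. Among TFEB targets the paper names elsewhere, Ppargc1a (-0.85, limma adjusted p = 4.6e-05), Neu1 (-0.45, adjusted p = 0.0156) and Fnip1 (-0.44, adjusted p = 0.0354) were lower on the log2 scale, while Atp6v1b2 (-0.16, adjusted p = 0.361) did not pass. Tfeb and Tfe3 themselves had log2 fold changes of -0.07 and 0.21 (limma adjusted p = 0.896 and 0.595). Of the paper's 13 inflammatory genes called in young kidneys, all 13 were higher and Gmpr, Ifitm3, Phlda2, Slc16a6 and Tapbp passed over all genes tested, with log2 fold changes between 0.33 and 0.78. When adjusted over that list alone all 13 passed, which shows no stability because the list is made of the paper's calls on these kidneys. Slc16a6 passed in all 10 fits that left out a mouse, Phlda2 in 5, Ifitm3 and Tapbp in 3 each, and Gmpr in 2. Cd36, a member of that list, had a log2 fold change of 0.34 (limma adjusted p = 0.0558).

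**Figure D3:**
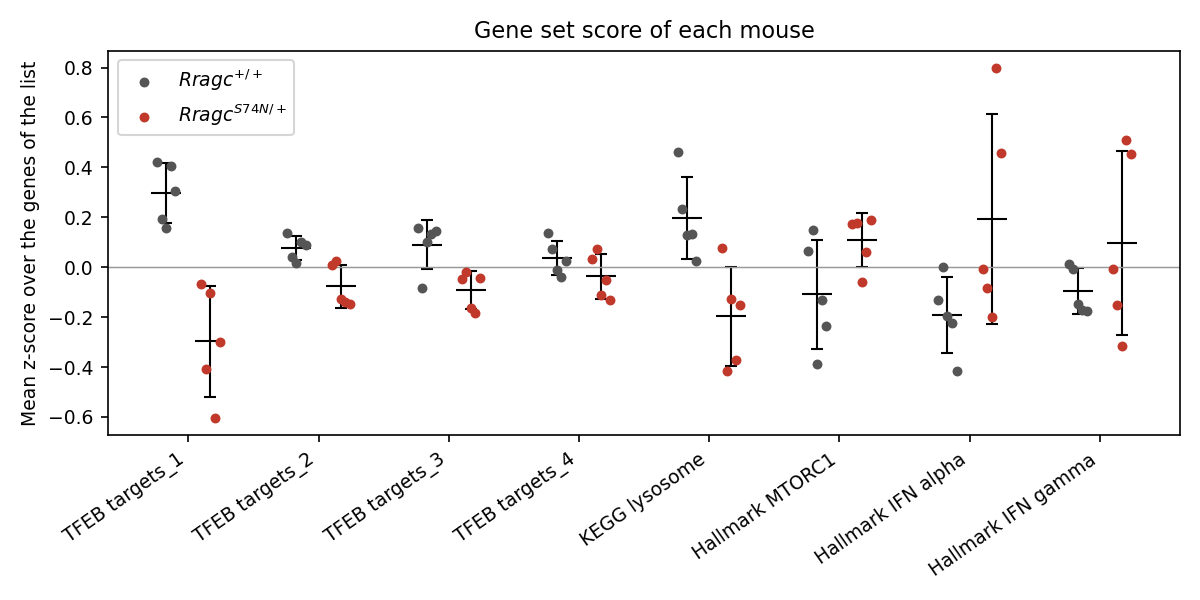
Score of 8 gene lists in each kidney, as the mean z-score over the genes of the list (vertical axis, no unit). Each point is 1 mouse (5 *Rragc*+/+ in grey, 5 *Rragc* S74N/+ in red), the horizontal bar is the mean and the error bar the SD. Scores of TFEB targets_1 do not overlap between genotypes, and those of the other 7 lists do.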

The changes in inflammatory genes and in chemokines and integrins identified in old *Rragc*^S74N/+^ kidneys from the NIA cohort (Supplementary Table 2) are already present in young *Rragc*^S74N/+^ organs, suggesting that these are early events during the aging process (Fig. 6f). 

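The 3 lists of genes that are higher in old kidneys of the NIA cohort (Supplementary Table 2) were tested in the ranking of 3-month-old kidneys. The list of chemokines, integrins, cytokines and neutrophil genes had an NES of 1.68 (140 genes ranked, fgsea adjusted p = 0.000729), and the list of inflammatory signaling one of 1.64 (147 genes, adjusted p = 0.00136). Signaling by interleukins was not enriched, with an NES of 0.82 (91 genes, adjusted p = 0.96), and its NES changed sign, to -0.95, when only genes with a mean normalized count of at least 50 were ranked. By camera, the adjusted p values of the 3 lists were 0.0207, 0.012 and 0.624. The lists hold 242, 225 and 137 genes, and the members that were not ranked were not analysed here. Between mice, the score of the first list was 0.274 higher in *Rragc* S74N/+ mice (two-sided exact permutation test, p = 0.302, adjusted p = 0.482), that of inflammatory signaling 0.301 higher (exact permutation test, p = 0.254, adjusted p = 0.435) and that of interleukin signaling 0.0851 higher (exact permutation test, p = 0.762, adjusted p = 0.82). These differences were smaller than the spread between *Rragc* S74N/+ mice, whose SDs were 0.507, 0.495 and 0.465. *Rragc* S74N/+ replicate 66 had the highest score of each list (0.940, 0.820 and 0.761). Leaving out each mouse in turn gave a difference from 0.0979 to 0.393 for the first list and from 0.141 to 0.438 for inflammatory signaling.

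A further list from the paper's supplementary tables holds 91 integrins and chemokines that were higher in old *Rragc* S74N/+ kidneys. It had an NES of 2.38 (82 genes ranked, fgsea adjusted p = 0.000729, camera adjusted p = 0.000125), and leaving out each mouse in turn gave an NES from 1.68 to 2.47, lowest without *Rragc* S74N/+ replicate 66. Its score was 0.453 higher in *Rragc* S74N/+ mice, 5 of 5 of which were above the *Rragc*+/+ mean, without passing (two-sided exact permutation test, p = 0.0635, adjusted p = 0.254). That difference was also smaller than the SD of 0.57 between *Rragc* S74N/+ mice. Of 100 splits of the 10 mice into 5 and 5, 9 gave an NES as large in size for this list.

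In the NIA list of chemokines and integrins, 94 genes were higher and 46 lower in *Rragc* S74N/+ kidneys. C3, Ccl19, H2-Q7, Lcn2 and Pigr were differentially expressed and higher, and Sirpa was lower. Of these genes, Ccl19 and Lcn2 are not in the paper's list of differentially expressed genes for these kidneys. Lcn2 had 8.62 ± 1.13 (SD, n = 5) normalized counts in *Rragc*+/+ and 33.5 ± 22.3 (SD, n = 5) in *Rragc* S74N/+ kidneys, a log2 fold change of 1.67 (limma adjusted p = 0.00406). The log2 fold change was 1.16 for Ccl19 (limma adjusted p = 0.0028), 0.94 for Pigr (adjusted p = 0.000311), 1.18 for C3 (adjusted p = 0.0418) and 0.42 for H2-Q7 (adjusted p = 0.0416). H2-Q7 has near-identical relatives in the MHC class I family, so its reads are uncertain. Sirpa had a log2 fold change of -1.40 (limma adjusted p = 4.8e-05). Ccl19, Lcn2, Pigr and Sirpa passed in all 10 fits that left out a mouse, C3 in 3 and H2-Q7 in 1. Among leukocyte and endothelial genes that the paper names, Ptprc (0.29, limma adjusted p = 0.433), Vcam1 (-0.21, adjusted p = 0.689) and Ccr2 (-0.00063, adjusted p = 1.00) did not differ on the log2 scale. Cxcl1, Cxcl2 and Mpo were not analysed here. From the enrichment of these lists in young *Rragc* S74N/+ kidneys, the paper proposes that the changes occur early in aging (Fig. 6f).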

Inflammatory signatures enriched in bulk RNA-seq were also evident in young livers (Fig. 6g, Extended Data Fig. 6e,f and Supplementary Table 1). 

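Genes that the paper lists as higher in old than in young wt kidneys of the CNIO cohort (Supplementary Table 1) were tested in the ranking of *Rragc* S74N/+ against *Rragc*+/+ kidneys at 3 months. The paper's text does not say whether the young wt mice of that cohort include the *Rragc*+/+ mice used here. If they do, this test is partly circular. Of the 517 genes listed, 312 were ranked, and their NES was 1.53 (fgsea adjusted p = 0.00136). By camera, the adjusted p was 0.359. The list had 157 genes higher and 155 lower in *Rragc* S74N/+ kidneys, with a median log2 fold change of 0.0033. Of these genes, 17 were differentially expressed, 13 higher and 4 lower. Scores of the list were -0.0351 ± 0.343 (SD, n = 5) in *Rragc*+/+ and 0.0351 ± 0.318 (SD, n = 5) in *Rragc* S74N/+ mice, a difference smaller than the spread between mice (two-sided exact permutation test, p = 0.683, adjusted p = 0.82). Leaving out each mouse in turn gave an NES from 1.204 to 1.803, and among the library codes ending in 53 to 66 it was 1.11 (fgsea adjusted p = 0.233). The NIA list of this comparison was not analysed here.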

Finally, the DEG genes between old and young wt mice from the CNIO and NIA cohorts (Supplementary Table 2) from Fig. 3 were found to be significantly enriched in young *Rragc*^S74N/+^ versus young *Rragc*^+/+^ mice (Fig. 6h), supporting again the molecular overlap of the early changes seen in young *Rragc*^S74N/+^ with those occurring in physiological aging.

**Fig. 6:**
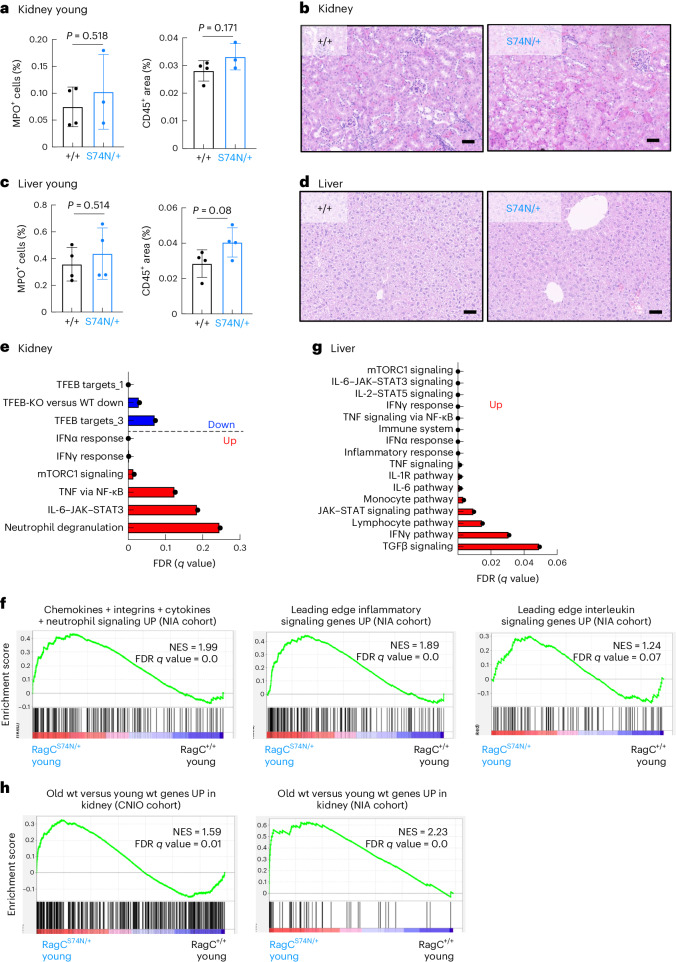
Pro-inflammatory signals precede inflammation in young *Rragc*^S74N/+^ organs. **a**, Quantification of IHC staining for myeloperoxidase (left) and CD45 (right) in kidneys collected from 2–4-mo-old Rragc^+/+^ (*n* = 4) and Rragc^S74N/+^ (*n* = 4) male mice. **b**, Representative H&E pictures from the same mice as in a, showing lack of inflammatory foci in kidney. Scale bars, 50 μm. **c**, Quantification of IHC staining for myeloperoxidase (left) and CD45 (right) in livers collected from 2–4-mo-old *Rragc*^+/+^ (*n* = 4) and *Rragc*^S74N/+^ (*n* = 4) male mice. **d**, Representative H&E pictures in the same mice as in **a**, showing lack of inflammatory foci in liver. Scale bars, 50 μm. **e**, Graphical representation of the FDRs from the indicated Hallmark, REACTOME, WikiPathways and curated gene sets enriched (red) and downregulated (blue) in kidneys from 3-mo-old *Rragc*^S74N/+^ (*n* = 5) versus *Rragc*^+/+^ (*n* = 5) mice. **f**, GSEA related to chemokines, integrins, cytokines, inflammatory pathways and IL signaling genes upregulated in old kidneys of NIA cohort in kidneys from 3-mo-old *Rragc*^S74N/+^ (*n* = 5) versus *Rragc*^+/+^ (*n* = 5) mice. See Supplementary Table 2 for further details of the gene sets. **g**, Graphical representation of the FDRs from the indicated KEGG, Hallmark, REACTOME and Biocarta gene sets enriched in livers from 2–3.5-mo-old *Rragc*^S74N/+^ (*n* = 4) versus *Rragc*^+/+^ (*n* = 4) mice. **h**, GSEA related to upregulated genes in old kidneys from CNIO (left) NIA cohort (right) in kidneys from 3-mo-old *Rragc*^S74N/+^ (*n* = 5) versus *Rragc*^+/+^ (*n* = 5) mice. See Supplementary Table 2 for further details of the gene sets. Statistical significance was assessed by two-tailed Student’s *t*-test (**a**,**c**). Data (**a**,**c**) are presented as mean ± s.d. Source data

### Myeloid cell depletion extends survival in *Rragc*^S74N/+^ mice

Excessive myeloid inflammation in response to organ damage can be pathogenic and inflict additional damage paracrinally, so even if *Rragc*^S74N/+^ myeloid cells were not intrinsically abnormal, they could elicit further organ deterioration if activated by parenchymal signals. To determine whether secondary myeloid inflammation contributes to the health decline of *Rragc*^mut/+^ mice, we acutely depleted neutrophils and monocytes by intraperitoneal injection of a blocking antibody for Gr1 (ref. ^56^), in 24-month-old mice. Three anti-Gr1 injections within 1 week (Extended Data Fig. 7a) were sufficient to eliminate circulating neutrophils in both *Rragc*^+/+^ and *Rragc*^S74N/+^ mice (Fig. 7a), while also partially correcting the skewed PBMC populations from old *Rragc*^S74N/+^ mice (Fig. 7b). Moreover, acute treatment reduced inflammatory cytokines in blood from *Rragc*^S74N/+^ mice (Fig. 7c), without correcting aging features such as SA-β-gal activity (Extended Data Fig. 7b) and dermal thickness (Extended Data Fig. 7c). A 3-week depletion of Gr1^+^ cells resulted in sustained reduction of neutrophils (Extended Data Fig. 7d,e), partial correction of inflammatory markers (Extended Data Fig. 7f,g) and the downregulation of the expression of inflammatory genes in livers from *Rragc*^mut/+^ mice (Fig. 7d). Notably, at this 3-week time point, a significant amelioration of several of the markers of aging were detected in *Rragc*^mut/+^ mice: significant decrease in SA-β-gal activity in the kidney (Fig. 7e and Extended Data Fig. 7h, which is also evident in *Rragc*^+/+^ mice), expansion of the dermal thickness and decrease in dermal inflammation (Fig. 7f,g) and a reduction of liver infiltration (Fig. 7h) in anti-Gr1 treated, but not isotype-antibody treated, old *Rragc*^S74N/+^ mice.

**Fig. 7:**
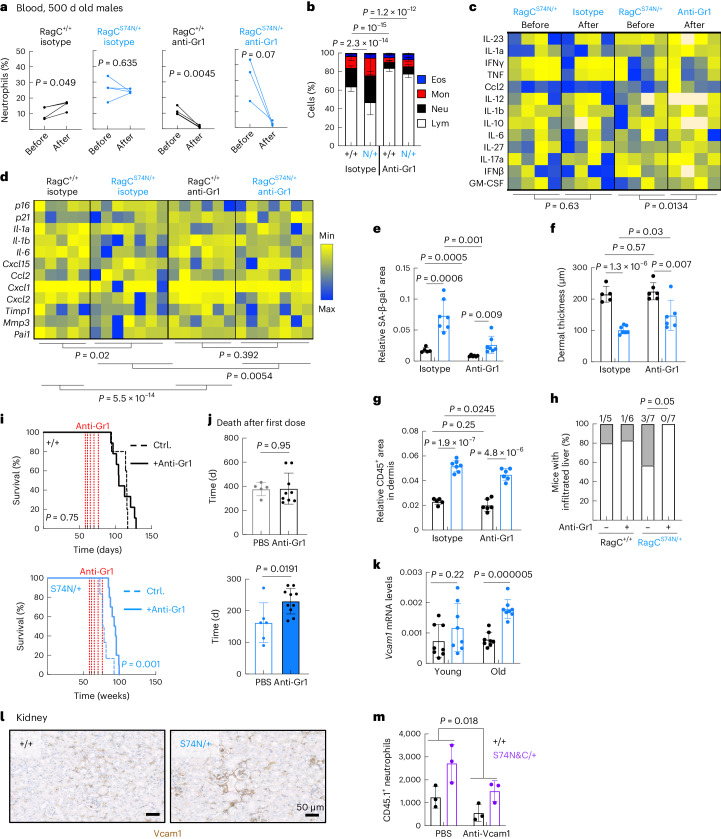
Myeloid cell depletion corrects markers of inflammaging and extends survival in *Rragc*^S74N/+^ mice. **a**, Quantification of neutrophils in peripheral blood before and after a 5-day treatment with anti-Gr1 or isotype control antibody from isotype-treated *Rragc*^+/+^ (*n* = 4), anti-Gr1-treated *Rragc*^+/+^ (*n* = 4), isotype-treated *Rragc*^S74N/+^ (*n* = 4) and anti-Gr1-treated *Rragc*^S74N/+^ (*n* = 3) 24-mo-old male mice. **b**, WBC count in isotype-treated *Rragc*^+/+^ (*n* = 5) and *Rragc*^S74N/+^ (*n* = 7), anti-Gr1-treated *Rragc*^+/+^ (*n* = 6) and *Rragc*^S74N/+^ (*n* = 7) 24-mo-old male mice. **c**, Quantification of cytokines in sera from isotype-treated *Rragc*^S74N/+^ (*n* = 4) and anti-Gr1-treated *Rragc*^S74N/+^ (*n* = 4) 24-mo-old male mice in a 5-day treatment measured by Legendplex assay. **d**, qRT–PCR analysis of SASP genes in the kidneys from isotype-treated *Rragc*^+/+^ (*n* = 5) and *Rragc*^S74N/+^ (*n* = 7), anti-Gr1-treated *Rragc*^+/+^ (*n* = 6) and *Rragc*^S74N/+^ (*n* = 7) 18-mo-old male mice. **e**, Quantification of SA-β-gal^+^ area within the kidney area of isotype-treated *Rragc*^+/+^ (*n* = 5) and *Rragc*^S74N/+^ (*n* = 7), anti-Gr1-treated *Rragc*^+/+^ (*n* = 6) and *Rragc*^S74N/+^ (*n* = 7) of 18-mo-old mice. **f**, Dermal thickness in back skin of the same mice as in **e**. **g**, Quantification of IHC of CD45^+^ cells in skin from the same mice as in **f**. **h**, Incidence of infiltrated inflammatory cells in livers from mice in **e**. **i**, Kaplan–Meier survival curves of control (*n* = 5) and anti-Gr1-treated (*n* = 9) *Rragc*^+/+^ mice (left) and controls (*n* = 6) and anti-Gr1-treated (*n* = 10) *Rragc*^S74N/+^ mice (right). **j**, Survival since the first dose of anti-Gr1 of the mice in **k**. **k**, qRT–PCR analysis of *Vcam1* in kidneys of young (4-mo-old) and old (18-mo-old) *Rragc*^+/+^ (young, *n* = 8; old, *n* = 8) and *Rragc*^S74N/+^ (young, *n* = 8; old, *n* = 8) male mice. **l**, Representative IHC staining of Vcam1 in kidney from 18-mo-old *Rragc*^+/+^ and *Rragc*^S74N/+^ mice. **m**, Quantification of transferred wt CD45.1.1 neutrophils by IF in kidneys from CD45.2.2 host males treated with PBS (*Rragc*^+/+^ (*n* = 3); *Rragc*^S74mut/+^ (*n* = 3)) or anti-Vcam1 (*Rragc*^+/+^ (*n* = 3); *Rragc*^S74mut/+^ (*n* = 3)). Statistical significance was assessed by one-tailed Student’s *t*-test (**a**); two-tailed Student’s *t*-test (**e**–**g**, **j**,**k**); two-sided Fisher’s exact test (**h**); two-way ANOVA (**b**–**d**,**m**); and log-rank test (**l**). Data (**b**,**e**–**g**,**j**,**k**,**m**) are mean ± s.d. Source data

We next sought to evaluate the long-term effect of controlling myeloid inflammation. This effort constituted an experimental challenge because repetitive injections of anti-Gr1 results in a feedback response that results in the maturation of neutrophils and other myeloid cells with reduced expression of the Gr1 receptor, becoming refractory to the intervention^57^. Thus, we designed an intermittent regime of five cycles of anti-Gr1 injections, followed by resting periods, over a total of 6 months, to enable transient but recurrent depletion of myeloid cells (Extended Data Fig. 7i). Starting at approximately the same age as that of the cohorts used for pharmacological inhibition of mTORC1 with rapamycin (Extended Data Fig. 2g,h), long-term injections of anti-Gr1 antibody significantly extended the median and maximal lifespan of *Rragc*^S74N/+^ mice (Fig. 7i,j; control, 73.36 weeks; anti-Gr1, 93.14 weeks), a ~23% extension of overall survival and a remarkable ~40% extension if measured since the day of the first dose of anti-Gr1 (Fig. 7i,j). Histopathological examination and quantification of SA-β-gal activity in the kidney revealed no differences between control mice and mice treated with anti-Gr1 antibodies at a humane end point, suggesting that the suppression of myeloid inflammation delays, rather than changes, the ultimate causes of death of *Rragc*^mut/+^ (Extended Data Fig. 7j,k). Altogether, the results of different regimes of myeloid cell depletion show that controlling inflammation under pathologic nutrient signaling, even at old ages, is an efficacious intervention to extend longevity.

To identify potential myelo-attractant genes differentially expressed in organs of *Rragc*^*S*74N/+^ mice, and to assess their functional effect on the abnormal infiltration, we first selected all integrins and chemokines significantly increased in the bulk RNA-seq analysis from kidney samples (Extended Data Fig. 7l). From those 91 DEGs, we conducted a literature search to select those reported to be controlled by TFEB, and from those 25, we selected 9 that were reported to be negatively regulated by TFEB, as its transcriptional activity is suppressed by increased RagC–mTORC1 signaling. We validated seven of them by qPCR (Extended Data Fig. 7m) and selected Vcam1 for the functional validation of its involvement in myeloid infiltration in old *Rragc*^*S*74N/+^ mice based on reported function^58,59^ and preliminary analysis of *Rragc*^*S*74N/+^ samples by western blot and IHC (Fig. 7k,l and Extended Data Fig. 7n). Thus, we repeated the wt neutrophil transfer experiments (as in Fig. 5g) with the addition of α-Vcam1-blocking antibodies and quantified neutrophil extravasation (Extended Data Fig. 7o). Supporting our hypothesis, blockade of Vcam1 inhibited wt neutrophil extravasation in old *Rragc*^+/+^ and *Rragc*^S74N/+^ mice (Fig. 7m).

Collectively, our work provides strong support for a two-step pro-aging effect of increased nutrient signaling, involving parenchymal damage and a secondary myeloid inflammation that can be therapeutically mitigated even at old age.

## Discussion

The connections of the mTORC1 signaling pathway and aging across eukaryotes are extensive. Pharmacological inhibition of mTOR results in extended longevity in yeast, worms, flies and mice^2^. Moreover, genetic approaches to study mTORC1 signaling in aging have been undertaken in yeast, worms and flies, but equivalent genetic approaches in mice have been limited by the occurrence of specific detrimental phenotypes that precluded the analysis of time-dependent health decline. *Pten*-deficient and *Tsc*1/2-deficient mice die in utero and heterozygous deletion of *Pten* or *Tsc*1 or *Tsc*2 result in the development of tumors following loss of heterozygosity^18,20–23^. While these findings were invaluable for understanding developmental biology, metabolic physiology and cancer biology, systemic and other tissue-specific models of upregulation of mTORC1 activity yielded fewer lessons for the understanding of the processes underlying aging driven by increased mTORC1 activity^60,61^. Partial loss-of-function approaches have been undertaken, including heterozygous mice for several components of mTORC1 (ref. ^17^) and a hypomorphic mTOR mutant^16^, which revealed that the links between mTORC1 activity and longevity exceed the systemic metabolic effects of this cascade.

Here we report a mouse model of a systemic increase in Rag GTPase–mTORC1 activity leading to a pro-aging-like phenotype. We propose that this phenotype is revealed in *Rragc*^mut/+^ mice precisely because of a mild increase in mTORC1 activity. In contrast to the tissue-specific deleterious pathologies seen in strains with stronger activation of the mTORC1 pathway, a moderate and systemic increase in nutrient signaling allows mice to survive long enough and with minimal phenotypic alterations to manifest time-dependent decline in organ function.

Notably, the transcriptomic changes occurring in *Rragc*^mut/+^ organs from young and old mice exhibit a large overlap with the transcriptomic changes that take place during physiological aging of wt mice, thus supporting the extrapolation of the conclusions obtained from the molecular and cellular analyses of *Rragc*^mut/+^ mice for ‘normal’ mammalian aging and positing that the nutrient–Rag GTPase–mTORC1 axis is involved in mammalian longevity. Moreover, based on the overlap of transcriptomic signatures from *Rragc*^mut/+^ mice and septuagenarians (Fig. 3), the involvement of this axis could be extrapolated also to human aging.

*Rragc*^mut/+^ mice show surprisingly decreased spontaneous tumor development. A simplistic yet counterintuitive interpretation of this finding would be that activating mutations in RagC have tumor suppressive functions, in spite of being bona fide oncogenic for B cells. In this regard, recent evidence points to a liability of activating mutations in the nutrient signaling cascade in conditions of limited nutrient availability in cultured cells^62^.

Neither B cells nor inflammation per se drive the shortened lifespan of mice with increased nutrient signaling. Instead, peripheral organ damage results in secondary myeloid inflammation. In turn, this inflammation perpetuates and worsens the peripheral organ damage, as reported in other physiological settings^63^. The pharmacological intervention to suppress neutrophil inflammation with an anti-Gr1 antibody (Fig. 7), together with the in vitro activation of neutrophils, strongly support the notion that myeloid cells are unlikely to be cell-autonomously activated in an aberrant manner by RagC mutations, but rather respond to signals such as Cxcl1 and Cxcl2 and Vcam1, emanating from prematurely damaged organs of *Rragc*^mut/+^ mice.

The identification of inflammation as a mediator of the shortened longevity by increased nutrient signaling evidences the irreplaceable value of mouse genetics for understanding the inter-organ communications and interactions that mediate the complexity of processes that precipitate the evolution of aging, which can be arguable not entirely captured by approaching this in other model organisms.

The largely beneficial effects of depletion of myeloid cells contrasts with the negligible effect of pharmacological inhibition of mTORC1 with rapamycin administered in the same formulation, dose, regime and starting at an age similar to that reported elsewhere^14^. The effect of rapamycin in extending lifespan is proportional to the duration of the dosing^14,15^. Hence, it is conceivable that rapamycin extended the survival of wt mice because their remaining lifespan when dosing started was long enough to allow rapamycin to exert its longevity-promoting effect, but was insufficient in the short-lived *Rragc*^mut/+^ mice. This is a valid interpretation of our data, but is at odds with the strong protective effect of the anti-Gr1 intervention when administered at the same age as of the rapamycin-treated *Rragc*^mut/+^ mice. An alternative interpretation is that organ damage by increased mTORC1 activity in *Rragc*^mut/+^ was already extensive, irreparable and not tunable by pharmacological inhibition of mTORC1 at an advanced age. Moreover, rapamycin had barely any effect in the chronic inflammation of old *Rragc*^mut/+^, so it supports the concept that inflammation secondarily occurring in response to organ damage is a relevant player in the process of nutrient signaling-driven aging. Unlike what occurs in lymphomas^29^, another potential explanation for negligible effect of rapamycin is related to the program executed by the RagC–mTORC1 axis during aging. Compelling new evidence^64,65^ states that RagC-dependent activation of mTORC1 results in preferential phosphorylation of members of the TFEB family. Indeed, our transcriptional profiles of organs from *Rragc*^mut/+^ support a strong suppression of Tfeb transcriptional activity and, notably, phosphorylation of TFEB family members by mTORC1 is particularly insensitive to the allosteric mode of action of rapamycin. Thus, if *Rragc*^mut/+^ cells have impaired Tfeb activity due to sustained phosphorylation by mTORC1, minimal effect of rapamycin would be expected. The mitigation of myeloid infiltration by the blockade of Vcam1 in our myeloid transplantation setting supports the relevance of the RagC–mTORC1–Tfeb axis, as Tfeb activity suppresses the expression of Vcam1 (ref. ^66^). Finally, activating mutations in RagC may also shorten longevity by yet-to-be-identified functions independent of canonical mTORC1 activity.

Our dissection of the determinants of the aging-like phenotype in mice with increased nutrient signaling reveals that chronic inflammation is actionable as a potential therapeutic control of the health decline. Many aging-related diseases have a positive correlation with BMI^67^, which also associates with mild chronic inflammation; conversely, dietary restriction (DR) is an extremely efficacious intervention to extend healthy aging and longevity in mammals. While DR and mTORC1 inhibition are molecularly distinguishable^5,68^, some degree of epistasis between DR and mTORC1 exists^3^, so presumably DR acts at least partially through the modulation of the Rag GTPase–mTORC1 signaling axis.

## Methods

### Mice

All animal procedures carried out at the CNIO were approved by the CNIO-ISCIII Ethics Committee for Research and Animal Welfare (CEIyBA) and by the Autonomous Community of Madrid (certificates PROEX 15/18, PROEX 215.17, 139.1/22 and PROEX 225.7/22). Mouse work at the NIA was approved by the Animal Care and Use Committee of the NIA in Baltimore (277-TGB-2022). *Ighm*^μMT^ mice^46^ were obtained from The Jackson Laboratories (stock 002288). Mice were housed under specific-pathogen-free conditions at 22 °C and 45–65% humidity and with 12-h dark–light cycles. Mice were fed with a standard chow diet (Harlan Teklad 2018). All mice were observed weekly by trained personnel. Upon signs of morbidity, mice were closely inspected daily until application of humane end point criteria (http://dels.nas.edu/global/ilar/Guide). For BM reconstitution experiments, host mice were sublethally irradiated with two 4.5-Gy doses within a 4-h period following by injection of BM cells. Rapamycin was supplied encapsulated in chow diet at 42 ppm (Rapamycin Holdings and Purina Lab Diet). For anti-Gr1 treatment, mice were injected intravenously with 200–400 μg of anti-Gr1 antibody (BioXcell, clone RB6-8C5, BE0075) or isotype control (BioXcell, clone LTF-2, BE0090). For anti-Vcam1 treatment, mice were injected intravenously with 1.5 mg kg^−1^ of anti-Vcam1 antibody (BioXcell, clone M/K-2.7, BE0027-25MG) or PBS.

### Generation of *Ragc*^S74N^ Crispr-edited KI mice

Blastocysts were injected with the Cas9 mRNA, a single-guide RNA targeting the *Rragc* locus and a single-stranded DNA oligonucleotide containing the desired mutation flanked by 40–60 bases homologous to the sequence adjoining the DNA double-strand break, as carried out previously^29,69^. Following clone selection, genotyping was performed by PCR and restriction fragment length polymorphisms or Sanger sequencing. We utilized a gRNA with the following sequence (in minus orientation): CGGCAAATCCTCCATCCAGA. 

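The mouse Rragc gene, which encodes the small GTPase RagC of the mTORC1 pathway, lies on the + strand of chromosome 4 from 123917446 to 123936997 in GRCm38 (GENCODE vM21 annotation), in 7 exons. Its transcript of 2593 bases encodes a protein of 398 amino acids, after a 5′ UTR of 88 bases. The 20-base guide sequence CGGCAAATCCTCCATCCAGA matched that transcript once, in the orientation of the + strand, at positions 123917746 to 123917765, and its reverse complement did not match the transcript. The site is in the coding part of exon 1 (123917446 to 123917767), with 2 bases of the exon, AG, after it. From 123917706 to 123917767, the reference exon reads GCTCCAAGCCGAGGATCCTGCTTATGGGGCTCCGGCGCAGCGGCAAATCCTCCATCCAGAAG. The bases that follow in the intron were not analysed here. Aligned to the reference from the first base of the guide, the 22-base repair stretch CGGCAAAAACAGTATCCAAAAA has 7 substitutions, with positions counted from 1 at the 5′ end of the guide. T8A and C9A change codon 74 from TCC, serine, to AAC, asparagine. T11A, C12G and C13T change codon 75, G19A codon 77 and G22A codon 78, and these 5 substitutions leave the amino acid unchanged. G22A falls on 123917767, the last base of exon 1, and any effect on splicing was not analysed here.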

The repair oligonucleotide contained the AAC mutations plus five additional silent mutations (CGGCAAAAACAGTATCCAAAAA).

### Metabolic parameters

Blood was collected from the submandibular vein. Hemoglobin and hematocrit were determined by a blood cell counter (CVM LaserCell) and blood urea nitrogen, creatinine and amylase were measured using VetScan rotors (Abaxis, 500-0038-25).

### Behavioral tests

For the tightrope assay, mice were placed on a bar of a circular section (60 cm long and 1.5 cm in diameter) and the test was considered successful when a mouse remained on the bar for 60 s in at least one of five consecutive trials^70^. The rotarod tests were performed in a Panlab LE 8200 using acceleration from 4–40 rpm in a period of 120 s. The time to fall was recorded and an average of three trials was used^71^. Mice were previously trained for three consecutive days.

### Measurement of blood pressure

Blood pressure was measured using a noninvasive tail-cuff method with the CODA system (CODA-HT2, Kent Scientific Corporation)^72^. Mice were habituated for three consecutive days.

### Detection of cytokines in serum

Sera from mice were collected and analyzed with a cytokine assay LEGENDplex Mouse Inflammation Panel (13-plex) (BioLegend, 740446). Data were collected by flow cytometry (BD FACSCanto II) and cytokines were quantified with a LEGENDplex Data Analysis Software Suite.

### SA-β-gal stain in tissues

The SA-β-gal stain was performed using a Senescence β-Galactosidase Staining kit (Cell Signaling Technology, 9860). Kidneys were fixed in 1× Fixative solution overnight at room temperature (RT) and then incubated for 30 h at 37 °C. Tissues were washed twice with 50% ethanol and twice with 70% ethanol. Kidneys were embedded in paraffin blocks and nuclear fast red stain was performed.

### Isolation of neutrophils for transplants

Neutrophils were purified from CD45.1.1 mouse BM using a 65% Percoll gradient (GE HealthCare, 17-0891-01) and red blood cells were lysed using Erythrocyte Lysis Buffer (QIAGEN, 79217). Then, 2–5 × 10^6^ neutrophils were transferred to recipient mice bled 2 min after transplant to determine the input number of CD45.1.1 neutrophils.

### Signaling in MEFs

Subconfluent cell cultures were rinsed and placed in RPMI without amino acids (US Biological, R8999-04A), supplemented with 10% dialyzed FBS and all 20 amino acids for 1 h. After that, cells were rinsed three times and then placed in RPMI without amino acids supplemented with 10% dialyzed FBS.

### Immunofluorescence in MEFs

MEFs were seeded on 12-mm-diameter coverslip in a 12-well plate (150,000 cells per well), one day before the experiment. After 1 h of the indicated treatment, cells were fixed with 8% paraformaldehyde in PBS (EMB, 15710) for 10 min at RT. Cells were permeabilized with 0.05% Triton X-100 (Sigma, T9284) in PBS for 5 min at RT, followed by three washes with PBT (PBS + Tween 0.1% (Sigma, P7949)). After blocking in 5% goat serum (Sigma, G9023) in PBT for 1 h, slides were incubated with TFEB antibody (1:100 dilution, Bethyl Laboratories*,* A303-673A) for 1 h at RT, washed 3× with PBT and incubated with goat anti-rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:300 dilution, Life Technologies, A11008) for 1 h at RT. Coverslips were then washed three times and incubated with 4,6-diamidino-2-phenylindole (DAPI; Sigma, D9542) for 5 min. After washing three times with PBT, coverslips were mounted with Fluoromount-G (Bionova Cientifica, 0100-01).

### Staining and flow cytometry analysis

Mononuclear cells were isolated from mouse blood, spleen or bone marrow (BM). Cells were separated by crushing the spleens through a 70-μm mesh (Corning) in ice-cold PBS + 0.1% BSA + 3 mM EDTA, and red blood cells were lysed using Erythrocyte Lysis Buffer. Cells from blood were isolated after red blood cells lysis and BM cells were isolated by flushing cells from the tibia and femur and collecting them in ice-cold PBS + 0.1% BSA + 3 mM EDTA. Cell staining was performed on ice in PBS + 0.1% BSA + 3 mM EDTA after a step of incubation with Fc-block Reagent (anti-CD16/CD32, BD Pharmigen, 553142). Macrophages were identified as F4/80^+^/SSC^hi^. NK cells were identified as F4/80^−^B220^−^/CD3^−^/NK.1.1^+^. Dendritic cells were identified as F4/80^−^B220^−^/CD3^−^/NK.1.1^−^/MHCII^+^/CD11c^+^. Neutrophils were identified as F4/80^−^/B220^−^/CD3^−^/NK.1.1^−^/MHCII^−^/CD11c^−^/CD11b^+^/Ly6G^+^. Monocytes were identified as F4/80^−^/B220^−^/CD3^−^/NK.1.1^-^/MHCII^−^/CD11c^−^/CD11b^+^/Ly6G^−^/Ly6C^l^°^w or high^. Eosinophils were identified as F/480^−^/B220^−^/CD3^−^/NK.1.1^-^/MHCII^−^/CD11c^−^/CD11b^+^/Ly6G^−^/Ly6C^med^. Aged neutrophils^55^ were identified as CD11b^+^/Ly6G^+^/CD62L^−^/CXCR4^+^. Fresh neutrophils were identified as CD11b^+^/Ly6G^+^/CD62L^+^/CXCR2^+^. Flow cytometry analyses included BD LSRFortessa or BD FACSCanto II cell analyzers, running BD FACSDiva software (BD Biosciences). FlowJo software (v.9.8.1 and v.10; TreeStar) was used for data analyses and plot rendering.

### Assessment of neutrophil function

#### Reactive oxygen species production

Neutrophils were purified from BM using a 65% Percoll gradient (GE HealthCare, 17-0891-01). Then, 5 × 10^5^ neutrophils were plated and incubated with 2.5 μg ml^−1^ DHR 123 (Molecular Probes, D23806) and 25 or 50 nM PMA (Sigma-Aldrich, P1585) for 20 min at 37 °C and 5% CO_2_. After incubation, cells were washed with ice-cold PBS + 0.1% BSA + 3 mM EDTA, stained for cell-surface markers and analyzed by flow cytometry^73^.

#### Phagocytosis of *E.coli*^GFP^

Neutrophils were purified from BM using a 65% Percoll gradient. Then, 5 × 10^5^ neutrophils were incubated with GFP-expressing *E.* *coli* in a ratio of 1:100 for 30–90 min at 37 °C. Cells were collected and stained for cell surface markers and analyzed by flow cytometry.

### Immunoblotting

Cells were rinsed once with ice-cold PBS and lysed in ice-cold lysis buffer (50 mM HEPES, pH 7.4, 40 mM NaCl, 2 mM EDTA, 1.5 mM sodium orthovanadate, 50 mM NaF, 10 mM pyrophosphate, 10 mM glycerophosphate, 1% Triton X-100 and one tablet of EDTA-free complete protease inhibitors (Roche) per 25 ml). Small pieces of frozen tissues were homogenized using a FastPrep-24 5G tissue homogenizer. Lysates were cleared by centrifugation at maximum speed for 10 min. Protein extracts were denatured by the addition of sample buffer, resolved by SDS–PAGE and analyzed by immunoblotting. Data collection was performed using Odyssey Infrared Imaging System (Application Software v.3.0.30. LI-COR Biosciences, NDP.view2 software). In addition, analyses were performed according to standard procedures using FIJI ImageJ v.1.53.

### Subcellular protein fractionation in tissues

Tissues were extracted with a Subcellular Protein Fractionation kit for tissues (Thermo Scientific, 87790), adjusting the volumes to the sample mass. After protein extraction, the cytosolic and nuclear fractions were quantified using BCA (Thermo Scientific, 23222). Then, 30 µg cytoplasmic and 30 µg nuclear fraction from the kidney and 25 µg cytoplasmic and 8 µg nuclear fraction from the heart were used for immunoblotting.

### RNA extraction, cDNA synthesis and qRT–PCR

Total RNA was extracted from tissues with TRItidy (Panreac Applichem, A4051,0200) and using an RNeasy kit from QIAGEN (74106). RNA was extracted from cells with a TRItidy and Picopure RNA Isolation kit (Arcturus, Applied Biosystems, 12204-01). RNA was treated with DNase (QIAGEN, 79254) before cDNA synthesis. To perform cDNA synthesis, 1 μg RNA was retrotranscribed using SuperScript IV VILO Master Mix (Invitrogen, 11756500). Quantitative real-time PCR was performed using GoTaq qPCR Master Mix (Promega, 6001) in a QuantStudio 6 Flex Real-Time thermocycler (Applied Biosystems). Data were analyzed by the change-in-threshold (2^−ΔCT^) method, using β-actin as the housekeeping reference gene. Primers were designed using Primer3 Software (http://bioinfo.ut.ee/primer3-0.4.0/).

### Gene expression profiling of neutrophils, liver and kidney from CNIO cohorts

Neutrophils (CD45^+^, CD11b^+^ and Ly6G^+^) were sorted from *Rragc*^S74N/+^ and *Rragc*^+/+^ BM cells in a BD FACSAria Ilu (Becton Dickinson) and InFlux (Cytopeia-Becton Dickinson) cell sorters. For the liver and kidney RNA-seq, total RNA samples (300–500 ng) were processed into cDNA sequencing libraries with the QuantSeq 3′ mRNA-Seq Library Prep kit (FWD) for Illumina (Lexogen, 015). For neutrophil preparations (RNA range 16–180 ng), a unique molecular identifier second-strand synthesis module (Lexogen, 081) was used. Library generation was initiated by reverse transcription with oligodT priming and a second-strand synthesis was performed from random primers. Primers from both steps contained Illumina-compatible sequences. Libraries were completed by PCR and sequenced on an Illumina NextSeq 550 System (with v.2.5 reagent kits).

The resulting reads were analyzed with the nextpresso^74^ pipeline: sequencing quality was checked with FastQC v.0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/); reads were aligned to the mouse genome (GRCm39 for neutrophils and young and old kidney RNA-seq and GRCm38 in the case of young liver RNA-seq) with TopHat2 (ref. ^75^) using Bowtie^76^ and SAMtools^77^, allowing three mismatches and 20 multi hits. The GENCODE vM25 gene annotation for GRCm38 was used; read counts were obtained with HTSeq^78^ v.0.6.1 (–stranded = yes), using the mouse gene annotation from GENCODE (gencode.vM26.GRCm39.Ensembl103 for neutrophil and young and old kidney RNA-seq, gencode.vM20.GRCm38.Ensembl95 for young liver RNA-seq). Differential expression was performed with DESeq^79^, using a 0.05 false discovery rate (FDR). Gene Set Enrichment Analysis (GSEA) Preranked^80^ was used to perform gene set enrichment analysis for several gene signatures on a preranked gene list, setting 1,000 gene set permutations. Only those gene sets with significant enrichment levels (FDR *q* value < 0.25) were considered.

### Gene expression profiling of kidneys from NIA cohort

Four-month-old and 24–26-month-old C57LB/6J mice were killed in the morning under fed conditions and kidneys were snap frozen in liquid N_2_ and stored at −80 °C. For RNA isolation, 50 mg kidney tissue was weighed, resuspended in cold TRIzol Reagent (Invitrogen Life Technologies) and homogenized in a TissueLyser (QIAGEN). Downstream steps for RNA isolation were carried out automatically on a QIACube by using the RNAeasy Plus kit (QIAGEN).

For kidney RNA-seq, total RNA samples (750 ng) were processed into cDNA sequencing libraries with the SMARTer Stranded Total RNA Sample Prep kit - HI Mammalian kit and unique dual-indexed PCR primers for amplification were used (Takara Bio). Paired-end sequencing was performed for 103 cycles in an Illumina Novaseq 6000 sequencer and real-time analysis generated the base-call files, which were de-multiplexed and converted to standard FASTQ files using the bcl2fastq program (v.2.20.0.422). The quality of reads was first assessed using fastqc v.0.11.8 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Next, reads were trimmed using bbduk (part of the bbtools package; https://jgi.doe.gov/data-and-tools/software-tools/bbtools/). Reads were then aligned to the mm10 reference genome and ENSEMBL annotation v.89 using STAR v.2.7.8a in two-pass mode^81^. The BAM files generated by STAR were sorted and indexed using SAMtools v.1.9 (ref. ^77^). To generate a count matrix, featureCounts v.2.0.1 (ref. ^82^) was utilized. An overall quality control assessment was then performed using multiqc v.1.9 (ref. ^83^). To perform differential gene expression analysis, the genes in the count matrix were filtered by requiring at least ten samples to have a count greater than 10. Finally, DESeq2 v.1.40.2 (ref. ^79^) was used for analysis. The apeglm method^84^ was used for visualization and ranking. Genes with an adjusted *P* value <0.05 were considered significant.

### Histological and immunohistochemical analyses of mouse tissues

Tissue samples were fixed in 10% neutral buffered formalin, paraffin-embedded, cut at 3 μm, mounted in superfrost plus slides and dried overnight. Consecutive rehydrated sections were stained with hematoxylin and eosin (H&E) and IHC reactions were performed in an automated platform (Ventana Discovery XT). Antigen retrieval was first performed with the appropriate pH buffer (CC1m, Ventana, Roche) and endogenous peroxidase was blocked (peroxide hydrogen at 3%). Slides were then incubated with rat monoclonal anti-p21 (clone 291HUGO; 1:10 dilution; CNIO Monoclonal Antibodies Core Unit, also Abcam, 107099), rabbit polyclonal MPO (1:1,250 dilution, DAKO, A0398), rabbit polyclonal CD45 (clone D3F8Q, 1:200 dilution, Cell Signaling Technology, 70257), rabbit monoclonal Vcam1 (clone D2T4N, 1:200 dilution, Cell Signaling Technology, 32653) and TFEB (1:1,500 dilution, Bethyl, A303-673A). After addition of the primary antibody, slides were incubated with the visualization systems (Omni Map anti-rabbit, Ventana, Roche) conjugated with horseradish peroxidase. IHC reactions were developed using 3, 30-diaminobenzidine tetrahydrochloride (DAB) (Chromo Map DAB, Ventana, Roche; DAB Dako) counterstained with Carazzi’s hematoxylin. For p21 and MPO quantification, whole slides were acquired with a slide scanner (AxioScan Z1, Zeiss). Different images from different slides were chosen for quantification program training (Zen Blue software package, Zeiss) and an appropriate script for p21 and MPO quantification was created: positivity was evaluated in one phase (phase 1, positive cells) and compared to tissue area (phase 2, tissue area). After training and script optimization, the quantification program was run and results were exported as Excel files with scoring data for each TIFF file. For TFEB quantification, whole slides were acquired with a slide scanner (AxioScan Z1, Zeiss). For each mouse, whole kidney sections were selected and analyzed using Qupath software^85^. The deep-learning-based segmentation method StarDist^86^ was used to perform cell segmentation and to classify the cells as positive or negative for TFEB staining, followed by TFEB subcellular location assessment.

### CD45.1.1 immunofluorescence

Mouse kidneys were collected and fixed in periodate-lysine-paraformaldehyde overnight at 4 °C. Samples were washed twice and dehydrated successively in 10%, 20% and 30% sucrose for 2 h each at 4 °C with shaking. Tissues were frozen in OCT Compound Cryostat Embedding Medium (Tissue Tek, 4583) using dry ice and cut into 10-µm sections in Superfrost Plus Adhesion Microscope Slides (Epredia, J1810AMNZ) using a cryostat (Leica CM1950, Leica Biosystems). For immunofluorescence (IF) staining, sections were permeabilized in TRIS 0.1 M in PBS + 1% Triton X-100 for 1 h at RT and blocked with anti-mouse CD16/CD32 (1:100 dilution, Fc-Block, BD Pharmigen, 553142) for 1 h at RT. To identify transferred neutrophils, tissues were stained with AF647-labeled anti-CD45.1 antibody (1:100 dilution, BioLegend, 110720) in TRIS 0.1 M in PBS + 1% BSA + 0.3% Triton X-100 overnight at 4 °C. DAPI (5 μg ml^−1^; Sigma-Aldrich, D9542) was used for cell nuclei staining. Sections were mounted with ProLong(R) Gold Antifade Reagent (Cell Signaling Technology, 9071S) and analyzed with a confocal microscope (LSM 900, Zeiss Microscopy). Neutrophil quantification was performed manually using ZEN lite software v.3.6 (Zeiss Microscopy).

### Statistics and reproducibility

The *n*, indicating the total number of animals per group, as well as the definition of center, dispersion and precision measures are indicated in each figure and figure legend. Unless otherwise stated, a two-tailed Student’s *t*-test or chi-squared test was performed as described in the figures. Error bars represent s.d. Survival in mouse experiments was represented with Kaplan–Meier curves and significance was estimated with a log-rank test. Statistical analyses were performed with Prism v.9 software (GraphPad). For the heatmap of integrins and chemokines in old kidneys, expression patterns were displayed using the pheatmap package (RRID SCR_016418) in R software (https://cran.rproject.org/web/packages/pheatmap/index.html), with expression data from RNA-seq, normalized by *z*-score. Hierarchical clustering was performed using Euclidean correlation distance. No statistical methods were used to predetermine sample sizes. Data distribution was assumed to be normal but this was not formally tested. Mice were randomly assigned to different treatments and conditions. Mouse studies were performed in a blinded fashion; mice had numbered IDs but no information on genotypes was available in the cage cards. Genotypes were verified at the analysis step. The genotype of the mouse was not disclosed to the pathologist. During survival experiments, some mice needed to be killed due to animal discomfort not related to aging pathologies (dermatitis and a corneal ulcer) according to the guidelines for Humane Endpoints for Animals used in Biomedical Research and were excluded from the study. Experiments in Fig. 1a were performed three times. The experiment in Extended Data Fig. 1e was performed once using four independent replicates. The experiment in Extended Data Fig. 2f was performed once using 3–4 independent replicates per genotype and treatment. The experiment in Fig. 1b and Extended Data Fig. 1g was performed once in each tissue using three independent biological replicates per genotype. The experiments in Figs. 1c–n, 2c,f,g, 3b–e, 4c–n, 5a–c, 6a,c,e–h, 7a–k,m and Extended Data Figs. 1f, j–r, 2a–e,g–k, 3c, 4b–g, 5c,e,g, 6c–f, 7b–k,m were performed once. The experiment in Extended Data Fig. 1i was performed once using four independent replicates per genotype. The experiments in Fig. 1n and Extended Data Fig. 7n were performed once with 3–4 independent replicates for genotype and age. The experiments in Fig. 2a,b were performed four times. The experiment in Figs. 4b and 5e–i and Extended Data Fig. 4a were performed twice.

### Ethics approval on human samples

The ethics approval certificate for the analysis of data from previous work^51^ was issued on 5 February 2010 by the Ethics Committee of the Hospital Universitario de la Ribera de Alzira.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Information on gating strategy for FACS.

Reporting Summary

Supplementary Table 1 Lists of DEGs, GSEA, signatures, primers and antibodies.

### Source data

Source Data Fig. 1 Excel tabs with source data for Fig. 1.

Source Data Fig. 2 Excel tabs with source data for Fig. 2.

Source Data Fig. 3 Excel tabs with source data for Fig. 3.

Source Data Fig. 4 Excel tabs with source data for Fig. 4.

Source Data Fig. 5 Excel tabs with source data for Fig. 5.

Source Data Fig. 6 Excel tabs with source data for Fig. 6.

Source Data Fig. 7 Excel tabs with Source data for Fig. 7.

Source Data Extended Data Fig. 1 Excel tabs with source data for Extended Data Fig. 1.

Source Data Extended Data Fig. 2 Excel tabs with source data for Extended Data Fig. 2.

Source Data Extended Data Fig. 3 Excel tabs with source data for Extended Data Fig. 3.

Source Data Extended Data Fig. 4 Excel tabs with source data for Extended Data Fig. 4.

Source Data Extended Data Fig. 5 Excel tabs with source data for Extended Data Fig. 5.

Source Data Extended Data Fig. 7 Excel tabs with source data for Extended Data Fig. 7.

## Data Availability

Sequence data that support the findings of this study have been deposited in the Gene EXpression Omnibus under accession codes GSE255148, GSE255864, GSE221283, GSE221284, GSE221285 and GSE221286. The human transcriptomic data from the SCSG study are deposited in ArrayExpress under identifier E-MTAB-9988. Other data supporting the findings of this study are available in Source Data. All other data supporting the findings of this study are available as source data and from the corresponding author upon request.

# Supplementary material for: A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan
**Source:** Nat Aging. 2024 Jun 7;4(8):1102–20. doi: 10.1038/s43587-024-00635-x

# **A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan**

In the format provided by the  
authors and unedited

Gating strategy Figure 2B, 4B, Supplementary Figure 4A

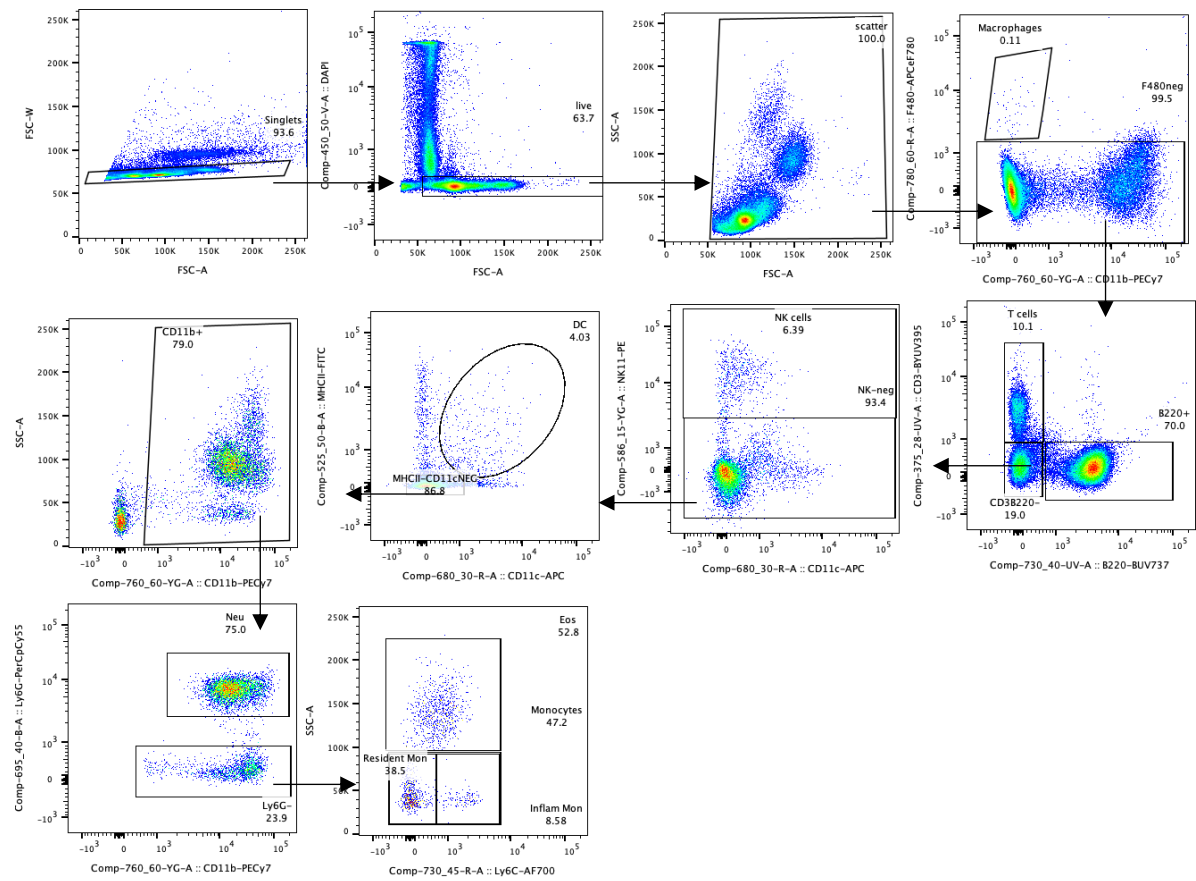

Gating strategy Figure 4L

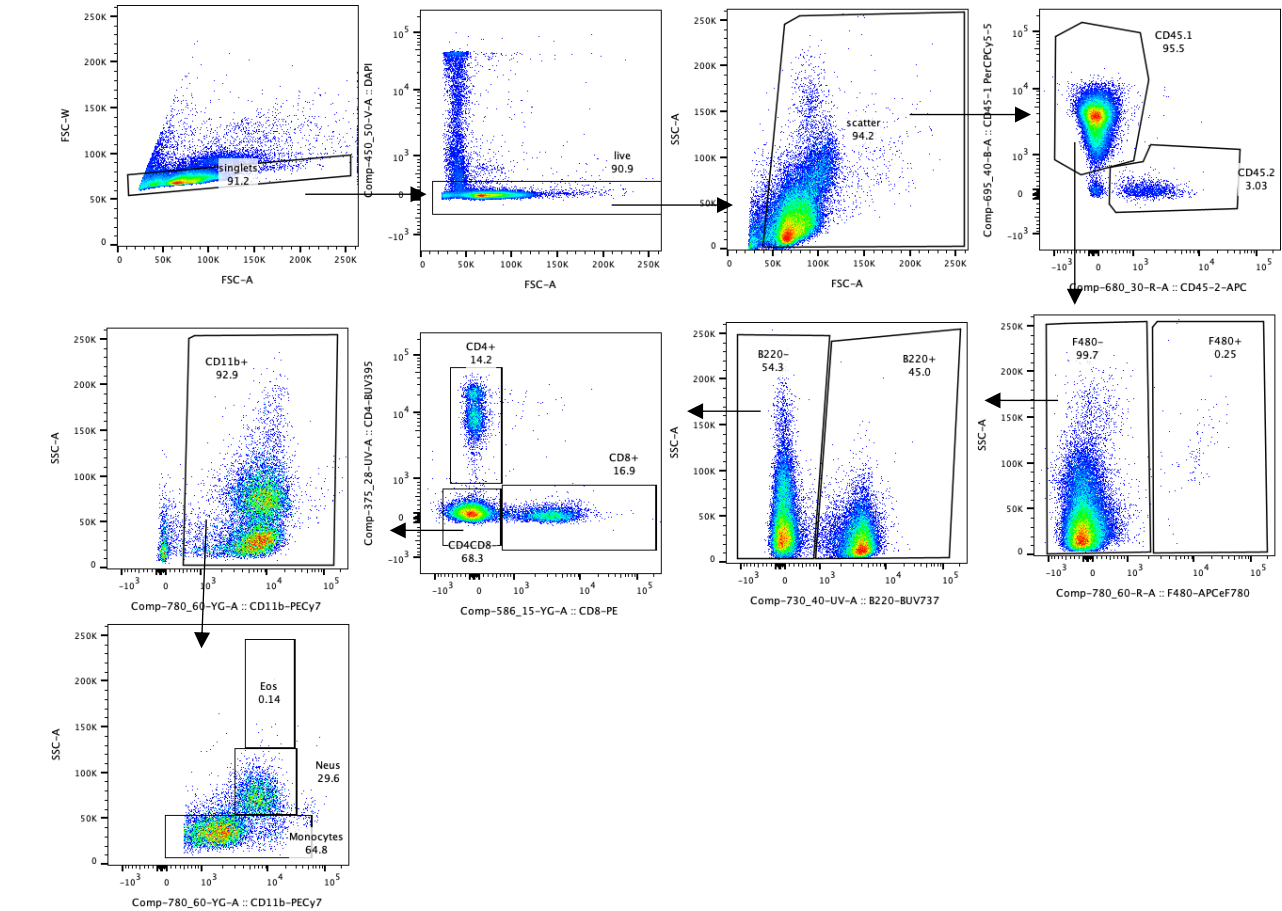

Gating strategy Figure 5E, 5H

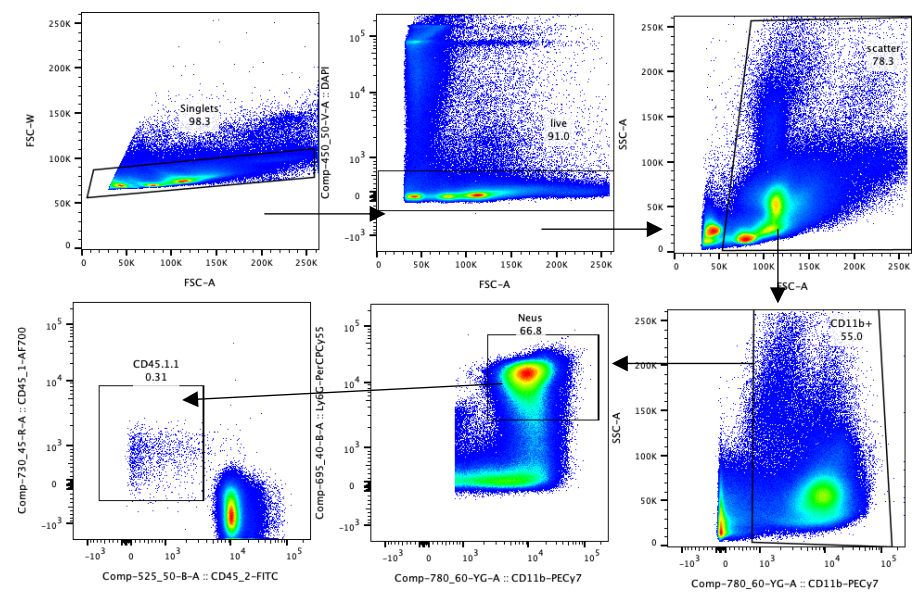

Gating strategy Supplementary Figure 5G

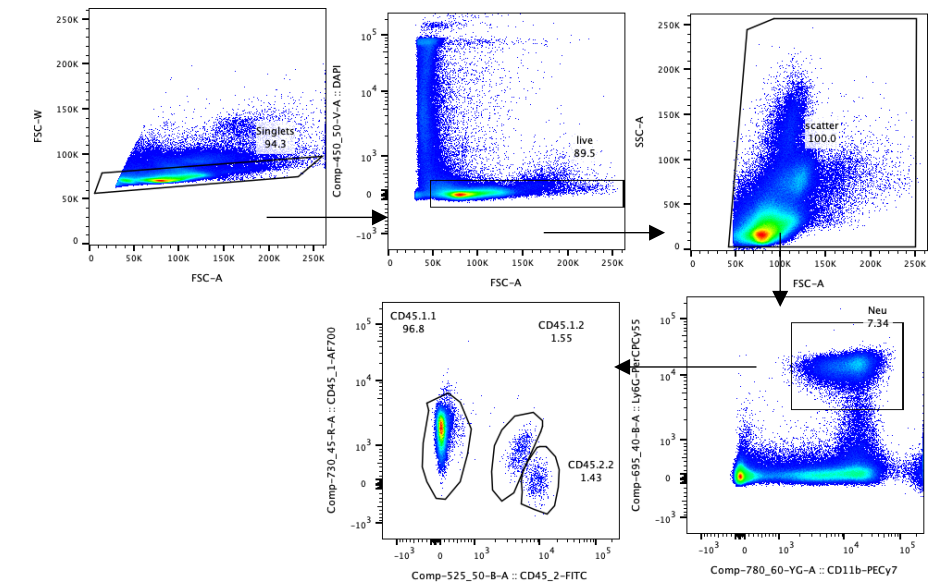

Gating strategy Figure 7A, Supplementary Figure 7E

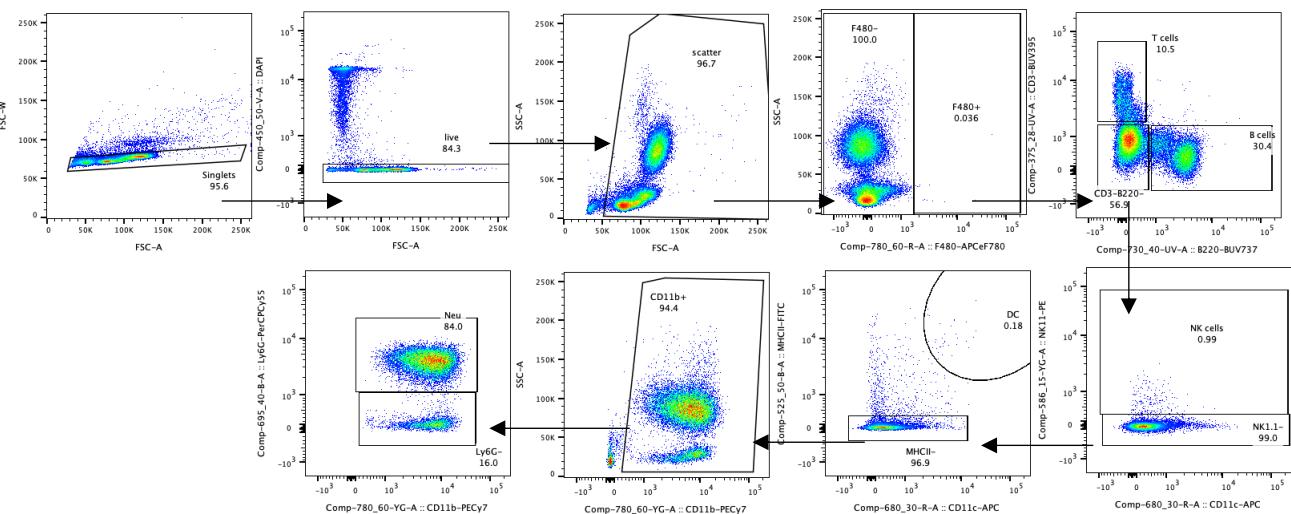

**Supplement:** Supplementary file 1 — Supplementary Information on gating strategy for FACS.

# Supplementary material for: A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan
**Source:** Nat Aging. 2024 Jun 7;4(8):1102–20. doi: 10.1038/s43587-024-00635-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Odyssey Infrared Imaging System. Application software version 3.0.30. LI-COR Biosciences, NDP.view2 software<br>AxioScan Z1, Zeiss<br>BD FACSDiva software (BD Biosciences)       |
| Data analysis   | GraphPad Prism v9 ; <a href="https://www.socscistatistics.com/">https://www.socscistatistics.com/</a> ; AxioVision 4.6 software package;FIJI- ImageJ v1.53, FlowJo v9.8.1 and v10 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The transcriptomics data generated in this study have been deposited to the GEO database under the following accession codes:  
GSE255148 Gene expression profiling in old and young kidneys from wild type mice (CNIO cohort)

GSE221283: Gene expression profiling in old kidneys from RagC S74N/+ and RagC +/- mice  
 GSE221284: Gene expression profiling in young kidneys from RagC S74N/+ and RagC +/- mice  
 GSE221285: Gene expression profiling in young neutrophils from RagC S74N/+ and RagC +/- mice  
 GSE221286: Gene expression profiling in young livers from RagC S74N/+ and RagC +/- mice  
 GSE255864: Gene expression changes in mouse kidney between 4 and 24-26 months of age (NIA cohort)

Source data file is provide with this paper

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | The analysis of human transcriptional data on Figure 3 and Extended Data Figure 3 were extracted from a cited publication by co-authors of the paper (reference 51), and as such all relevant information is presented in the published report. As summary the young group includes 3 men (28, 38, 41 years old), 4 women (24, 25, 26, 31 years old) and one case is not reported. Regarding the old group, includes six women (74, 74, 74, 75, 75, 75 years old).                                                                      |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Population characteristics                                         | The Spanish Centenarian Study Group at RETICEF, began in 2007 as a population-based study of all centenarians living within an area near of Valencia called La Ribera (11th Health Department of the Valencian Community, Spain), which is composed of 29 towns (240.000 inhabitants). Potential subjects were selected from the population data system of the 11th Health Department. We found 31 centenarians of whom 20 met the inclusion criteria.                                                                                  |
| Recruitment                                                        | Randomly recruited 20 older adult of whom 16 met the inclusion criteria and 20 young people of whom 14 fulfilled the inclusion criteria. The inclusion criteria were: to be born within the dates indicated in the study (before 1908 for centenarians, between 1928 and 1938 for octogenarians and between 1968 and 1988 for young individuals), to live in the 11th Health Department for at least the last 6 years and to sign the informed consent. The exclusion criterion was to be terminally ill for any reason (from ref. 51). |
| Ethics oversight                                                   | The Ethics approval certificate for the analysis of data was issued on February 5th 2010 by the Ethics Committee of the Hospital Universitario de la Ribera de Alzira. All patients or their relatives were fully informed of the aims and scope of the research and signed an informed consent. No compensation was received by the participants.                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not estimate the sample size calculation for most studies, as the magnitude of the effect sizes were unknown. As reference, the sample sizes were guided on the basis of similar published studies (22405073, 31579886, 34135321, 34260908, 38499523). Details on sample size of all experiments are provided in the Methods section and figure legends |
| Data exclusions | No data were excluded unless as determined by technical problems, such as low RNA quality, low number of cells.                                                                                                                                                                                                                                                |
| Replication     | All attempts of replication (at least twice) under independent conditions were successful                                                                                                                                                                                                                                                                      |
| Randomization   | Mice were randomly assigned to different treatments/conditions.                                                                                                                                                                                                                                                                                                |
| Blinding        | Mice studies, including aging were performed in a blinded fashion. Investigators were blinded to genotype as mice have numbered IDs but no information on genotypes is available in cage cards. Genotypes were verified at the analysis step.<br>To diagnose aging features and pathologies, the genotype of the mouse was not disclosed to the pathologist.   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

CD45.1.1-AF700 A20 110724 Biolegend  
 CD45.2.2-FITC 104 109806 Biolegend  
 CD11b-PECy7 M1/70 552850 BD Pharmingen™  
 F4/80-APCeF780 BM8 47-4801-82 eBioscience  
 NK.1.1-PE PK136 50-5941-U100 TONBO Biosciences  
 B220-BUV737 RA3-6B2 612838 BD Horizon™  
 CD3-BUV395 145-2C11 563565 BD Horizon™  
 MHC Class II (I-A/I-E)-FITC M5/114.15.2 35-5321-U100 TONBO Biosciences  
 CD11c-APC N418 20-0114-U100 TONBO Biosciences  
 Ly6G-PerCPCy5.5 1A8 65-1276-U100 TONBO Biosciences  
 Ly6G-AF700 1A8 56-9668-82 Invitrogen  
 Ly6G-BUV737 1A8 741813 BD Bioscience  
 Ly6C-AF700 HK1.4 128024 BioLegend  
 CXCR4-PE 2B11 12-9991-82 eBioscience  
 CXCR2-PerCPCy5.5 SA044G4 149308 BioLegend  
 CD45-eF506 30-F11 69-0451-82 Invitrogen  
 CD62L-SB702 MEL-14 67-0621-82 ThermoFisher

p21 (F-5) Mouse sc-6246 Santa Cruz Biotech  
 phospho-S6 235/236 Rabbit 2211 Cell Signaling Technology  
 Phospho-T389-S6K1; Rabbit, 9234 Cell Signaling Technology  
 S6K1, Rabbit, 2708 Cell Signaling Technology  
 Tfeb Rabbit A303-673A Bethyl Lab  
 Tfe3 Rabbit HPA023881 Sigma-Aldrich  
 b-actin Mouse A5441 Sigma-Aldrich  
 Vcam1 Rabbit 39036 Cell Signaling Technology  
 Gapdh Mouse G8795 Sigma-Aldrich  
 H3.3 (clone RM190) Rabbit Monoclonal Antibody 31-1058-00 RevMab Biosciences  
 Phospho-Histone H2A.X (Ser139) (20E3) Rabbit 9718 Cell Signaling Technology  
 IRDYE 680RD goat α-mouse Goat 926-68070 LICOR  
 IRDYE 800CW goat α-rabbit Goat 926-32211 LICOR

anti-p21 (clone 291HUGO; antibody made by CNIO Monoclonal Antibodies Core Unit), also commercialized by Abcam (#AB107099).  
 rabbit polyclonal Myeloperoxidase (MPO, DAKO, #A0398),  
 rabbit polyclonal CD45 (clone D3F8Q, Cell Signaling Technology, #70257),  
 rabbit monoclonal Vcam1 (clone D2T4N, Cell Signaling Technology, #32653)

Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (Invitrogen #A-11008)

anti-Gr1 antibody (BioXcell, clone RB6-8C5, #BE0075)  
 isotype control (BioXcell, clone LTF-2, #BE0090)  
 anti-Vcam1 antibody (BioXcell, clone M/K-2.7, #BE0027-25MG)

## Validation

CD45.1.1-AF700 A20 110724 Biolegend. Used for Flow Cytometry. Validated by the company and by users (cited 49 times)  
 CD45.2.2-FITC 104 109806 Biolegend. Used for Flow Cytometry. Validated by the company and by users (cited 103 times)  
 CD11b-PECy7 M1/70 552850 BD Pharmingen™. Used for Flow Cytometry. Validated by the company and by users (cited 10 times)  
 F4/80-APCeF780 BM8 47-4801-82 eBioscience. Used for Flow Cytometry. Validated by the company and by users (cited 51 times)  
 NK.1.1-PE PK136 50-5941-U100 TONBO Biosciences. Used for Flow Cytometry. Validated by the company  
 B220-BUV737 RA3-6B2 612838 BD Horizon™. Used for Flow Cytometry. Validated by the company and by users (cited 15 times)  
 CD3-BUV395 145-2C11 563565 BD Horizon™. Used for Flow Cytometry. Validated by the company and by users (cited 14 times)  
 MHC Class II (I-A/I-E)-FITC M5/114.15.2 35-5321-U100 TONBO Biosciences. Used for Flow Cytometry. Validated by the company  
 CD11c-APC N418 20-0114-U100 TONBO Biosciences. Used for Flow Cytometry. Validated by the company  
 Ly6G-PerCPCy5.5 1A8 65-1276-U100 TONBO Biosciences. Used for Flow Cytometry. Validated by the company  
 Ly6G-AF700 1A8 56-9668-82 Invitrogen. Used for Flow Cytometry. Validated by the company and by users (cited 17 times)  
 Ly6G-BUV737 1A8 741813 BD Bioscience. Used for Flow Cytometry. Validated by the company and by users (cited 3 times)  
 Ly6C-AF700 HK1.4 128024 BioLegend. Used for Flow Cytometry. Validated by the company and by users (cited 35 times)

CXCR4-PE 2B11 12-9991-82 eBioscience. Used for Flow Citometry. Validated by the company and by users (cited 22 times)  
 CXCR2-PerCPy5.5 SA044G4 149308 BioLegend. Used for Flow Citometry. Validated by the company and by users (cited 5 times)  
 CD45-eF506 30-F11 69-0451-82 Invitrogen . Used for Flow Citometry. Validated by the company and by users (cited 228 times)  
 CD62L-SB702 MEL-14 67-0621-82 ThermoFisher. Used for Flow Citometry. Validated by the company and by users (cited 24 times)

p21 (F-5) Mouse sc-6246 Santa Cruz Biotech. Used for WB in mouse tissues. Validated by the company and by users (cited 1811 times)  
 phospho-S6 235/236 Rabbit 2211 Cell Signaling Technology. Used for WB in mouse tissues. Validated by the company and by users (cited 1470 times)  
 Phospho-T389-S6K1; Rabbit, 9234 Cell Signaling Technology. Used for WB in MEFs Validated by the company and by users (cited 857 times)  
 S6K1, Rabbit, 2708 Cell Signaling Technology. Used for WB in MEFs. Validated by the company and by users (cited 801 times)  
 Tfeb Rabbit A303-673A Bethyl Lab. Used for WB in mouse tissues and MEFs and for immunohistochemistry. Validated in the manuscript  
 Tfe3 Rabbit HPA023881 Sigma-Aldrich. Used for WB in mouse tissues. Validated by the company and by users (cited 88 times)  
 b-actin Mouse A5441 Sigma-Aldrich. Used for WB in mouse tissues and mouse cells. Validated by the company and by users (cited 10103 times)  
 Vcam1 Rabbit 39036 Cell Signaling Technology. Used for WB in mouse tissues. Validated by the company and by users (cited 27 times)  
 Gapdh Mouse G8795 Sigma-Aldrich. Used for WB in mouse tissues. Validated by the company and by users (cited 1242 times)  
 H3.3 (clone RM190) Rabbit Monoclonal antibody. 31-1058-00 RevMab Biosciences. Used for WB in mouse tissues. Validated by the company and by users (cited 1 time)  
 Phospho-Histone H2A.X (Ser139) (20E3) Rabbit 9718 Cell Signaling Technology. Validated by the company and by users (cited 641 times)  
 IRDYE 680RD goat  $\alpha$ -mouse Goat 926-68070 LICOR. Secondary antibody. Used for WB in mouse tissues and cells. Validated by the company  
 IRDYE 800CW goat  $\alpha$ -rabbit Goat 926-32211 LICOR. Secondary antibody. Used for WB in mouse tissues and cells. Validated by the company

anti-p21 (clone 291HUGO; CNIO Monoclonal Antibodies Core Unit, also commercialized by ABCAM# AB107099). Used for immunohistochemistry. Validated by the unit (cited more than 30 times)  
 rabbit polyclonal Myeloperoxidase (MPO, DAKO, #A0398). Used for immunohistochemistry. Validated by users (cited 411 times)  
 rabbit polyclonal CD45 (clone D3F8Q, Cell Signaling Technology, #70257). Used for immunohistochemistry. Validated by users (cited 49 times)  
 rabbit monoclonal Vcam1 (clone D2T4N, Cell Signaling Technology, #32653) . Used for immunohistochemistry. Validated by users (cited 9 times)

Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (Invitrogen #A-11008). Used for immunofluorescence. Validated by users (cited 8928 times)

anti-Gr1 antibody (BioXcell, clone RB6-8C5, #BE0075). Used for in vivo depletion of Gr-1+ myeloid cells. Validated for in vivo depletion of Gr-1+ myeloid cells (cited 14 times)  
 isotype control (BioXcell, clone LTF-2, #BE0090). Used as isotype control. Validated by the company and by the users (cited 15 times)  
 anti-Vcam1 antibody (BioXcell, clone M/K-2.7, #BE0027-25MG). Used for in vivo VCAM-1 neutralization . Validated for in vivo VCAM-1 neutralization (cited 7 times)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mus musculus, C57BL/6, males and females, from E13.5 to 2 years old. Specific strains: RagC +/+, RagC S74N/+, RagC S74C/+, RagC T89N/+, Ighm $\mu$ MT (JAX stock no. 002288)  
 Mice at CNIO were housed under specific pathogen free conditions at 22°C and 55±10% humidity with 12h dark/light cycles (light cycle from 8AM to 8PM). Mice were fed with standard chow diet (Harlan Teklad #2018S/2018SC). All animal procedures carried out at the CNIO were performed according to protocols approved by the CNIO-ISCII Ethics Committee for Research and Animal Welfare (CElyBA) and the Autonomous Community of Madrid (CAM). Protocol numbers PROEX285/15, PROEX15/18 and PROEX225.7/22.  
 Mice at NIA (C57BL/6) were housed in rooms maintained at 22.2 ± 1°C and 30%–70% humidity. Routine tests were performed to ensure that mice were pathogen-free and sentinel cages were maintained and tested according to American Association for Accreditation of Laboratory Animal Care criteria. This study was approved by the Animal Care and Use Committee of the NIA in Baltimore, MD (protocol number 277-TGB-2022)

### Wild animals

not used

### Reporting on sex

the use of males or females is clearly reported in the figure legend

### Field-collected samples

no field-collected samples

### Ethics oversight

All animal procedures carried out at the CNIO were performed according to protocols approved by the CNIO-ISCII Ethics Committee for Research and Animal Welfare (CElyBA) and the Autonomous Community of Madrid (CAM). Protocol numbers PROEX285/15, PROEX15/18 and PROEX225.7/22.  
 All animal procedures carried out at the NIA were performed according to protocols approved by the Animal Care and Use

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mononuclear cell pools (from spleen or Bone marrow) were isolated from mouse at the indicated times. Cells were separated by crushing the spleens through a 70 micrometer mesh (Corning) in ice-cold PBS +0.1% BSA +3mM EDTA, and red blood cells were lysed using Erythrocyte Lysis Buffer (Qiagen, #79217). Cell staining was performed on ice in PBS +0.1% BSA + 3mM EDTA                                                                                                                                                                                                                                               |
| Instrument                | BD Canto II, LSR-Fortessa, BD FACSAria IIu, InFlux (Cytopeia-Becton Dickinson)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Software                  | BD FACSDiva software (BD Biosciences). FlowJo software (v 9.8.1 and v.10; TreeStar)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Cell population abundance | sorted neutrophils were >90% (CD45+, CD11b+, Ly6G+)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | Macrophages were identified as F4/80+/SSChi.<br>NK cells were identified as F4/80-B220-/CD3-/NK.1.1+.<br>Dendritic cells were identified as F4/80-B220-/CD3-/NK.1.1-/MHCII-/CD11c+.<br>Neutrophils were identified as F4/80-/B220-/CD3-/NK.1.1-/MHCII-/CD11c-/CD11b+/Ly6G+.<br>Monocytes were identified as F4/80-/B220-/CD3-/NK.1.1-/MHCII-/CD11c-/CD11b+/Ly6G-/Ly6C low or high.<br>Eosinophils were identified as F4/80-/B220-/CD3-/NK.1.1-/MHCII-/CD11c-/CD11b+/Ly6G-/Ly6C med.<br>Aged neutrophils were identified as CD11b+/Ly6G+/CD62L-/CXCR4+.<br>Fresh neutrophils were identified as CD11b+/Ly6G+/CD62L+/CXCR2+. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

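Kidney RNA from 5 *Rragc*+/+ and 5 *Rragc* S74N/+ mice of 3 months was analysed, with 1 library per mouse and genotypes taken from the sample labels. The authors prepared QuantSeq 3′ libraries, aligned the reads with TopHat2 to GRCm39, counted them per gene with HTSeq using strand, on the GENCODE vM26 annotation, and tested genes with DESeq at a false discovery rate of 0.05. The authors deposited a signal per gene and library, which is the read count divided by a size factor, for 13837 genes. All 10 value columns were matched to a mouse and 0 columns were left unmatched. The lowest mean of a gene was 5.64 normalized counts, so rarely expressed genes were not analysed here. In every library, 100% of the values were whole numbers of reads once multiplied by the size factor, with a tolerance of 0.01 reads.

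The normalization of the authors was kept. Values were tested on the log2(value + 1) scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), two-sided, in the 13197 genes with a normalized count of at least 10 in at least 5 mice, with Benjamini-Hochberg adjustment and a threshold of 0.05. A design without a block or covariate was written before the values were seen. The deposited values are not raw counts, so edgeR 4.0.16 and DESeq2 1.42.0 were run only as alternatives, on the recovered reads. DESeq2 on these reads called 648 genes and edgeR 480. Enrichment was computed with fgsea 1.28.0, with genes ranked by the moderated t and 10000 permutations, over 24 lists of the paper's supplementary tables. Lists that the paper derived from these young kidneys were left out of that family as circular. The limma function camera was run with a preset correlation between genes of 0.01, which was not estimated from these kidneys. Scores per mouse are the mean z-score over the genes of a list, compared by exact permutation over all splits into 5 and 5 mice. PCA used the 500 most variable genes. Permutation tests and figures used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

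Genes were named by a rule set in advance. They are the genes that the paper names for the kidney or the knock-in, the 5 higher and 5 lower genes with the largest change among those past the threshold, separated between genotypes and with a mean of at least 50 normalized counts, the 5 genes with the smallest p, and the called members of TFEB targets_1, of the paper's list of 13 inflammatory genes and of the NIA list of chemokines and integrins. Of these, 45 genes were tested and 30 passed. Named genes outside the table of values, among them Cxcl1, Il6 and Cdkn2a, were not analysed here. A further gene covered by the rule is not reported here.

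The recovered reads per library fix the precision of low values. Libraries differed little in depth, with size factors from 0.8818 to 1.124 in *Rragc*+/+ and from 0.9516 to 1.076 in *Rragc* S74N/+ mice. Each step was tested on simulated data. Of 200 genes changed among 13200 simulated genes, limma called 88.5%, edgeR 90.5% and DESeq2 91%, and the shares of false calls were 3.28%, 2.69% and 6.67%. Both fgsea and camera called the raised list and 0 of the random lists. The simulated genes were drawn independently of each other, so this says nothing about lists of correlated genes. In other splits of the real mice, fgsea called a median of 9 lists.

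The alternatives were other pseudocounts (0.5 and 5), no filter or a mean of at least 50, TMM rescaling, quantile normalization, limma without the trend or with robust variances, edgeR, DESeq2, a covariate for the run of library codes, a minimum absolute log2 fold change of 0.5, other gene numbers for PCA, other rankings and scores for lists, and leaving out each mouse in turn. DESeq2 over all genes with the size factors of the authors, DESeq2 with a prior on fold changes, and the mice with codes ending in 53 to 66 alone were added after the values had been seen. For other splits of the mice, 100 of the possible splits were drawn, the real split included. The guide was matched to the Rragc transcript of the GENCODE vM21 annotation on GRCm38, a different build from that of the expression values, and no coordinates were converted. Livers, neutrophils, old kidneys and the NIA list of Fig. 6h were not analysed here.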

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

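The leukocyte test was chosen only after the result was seen, and the other tests named in this part were not. The gene rule, the design and the alternatives other than the 3 added ones were set before the data were examined.

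Among 124 groups of 5 mice, 11 had a mouse far from the other 4, where chance gives about 6.2. Replicate 66 of the *Rragc* S74N/+ mice stood apart in 3 genes. Its normalized count of Col1a1 was 729 against 230.1 to 294 in the other 4 mice, that of Gpx6 was 9.73 against 47.4 to 70.6, and that of Lcn2 was 73.0 against 18.8 to 27.5. Replicate 39 of the *Rragc*+/+ mice had a normalized count of 427 for Fnip1 (others 357 to 374), 8.00 for Ighg2c (others 25.6 to 35.2) and 813 for Slc16a7 (others 654 to 696), and its score of TFEB targets_3 was -0.0825 (others 0.100 to 0.158). Ifitm3 stood at 975 in *Rragc*+/+ replicate 38 (others 733 to 767), H2-Q7 at 119.6 in *Rragc*+/+ replicate 57 (others 133.8 to 139.6), Tpp1 at 584 in *Rragc* S74N/+ replicate 54 (others 669 to 706), and the score of CNIO genes higher in old kidneys at 0.567 in *Rragc*+/+ replicate 55 (others -0.242 to -0.0810). Depth is not a candidate source for the gene calls as a whole, because 468 genes passed after every library was thinned to 6501552 reads. No biological explanation of single mice was tested.

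A group of genes that the paper does not discuss had higher values in *Rragc* S74N/+ kidneys. Mean normalized counts were 364 for Ighg2c (8.00 to 35.2 in *Rragc*+/+ mice), 1467 for Cyp4a14 (77.1 to 176), 771 for Ighg2b (49.8 to 140.6), 438.2 for Slc38a3 (90.7 to 149) and 2371 for Scd1 (411 to 779). Replicate 66 raised the means of Ighg2c (1094 in that mouse), Cyp4a14 (3138), Ighg2b (1978) and Scd1 (4855), but not that of Slc38a3 alone. The lowest *Rragc* S74N/+ values of those genes, 87.3 for Ighg2c, 418 for Cyp4a14, 242 for Ighg2b and 1339 for Scd1, were still above every *Rragc*+/+ mouse. More leukocytes in *Rragc* S74N/+ kidneys could raise the immunoglobulin genes, but the leukocyte score was 0.473 higher without passing (two-sided exact permutation test, p = 0.222). That score was not made of plasma cell genes, so a change of those cells was not tested. Reads shared within the immunoglobulin and Cyp4a families were not tested.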

How the results depend on the processing

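The alternatives that use all genes with DESeq2, a prior on fold changes, or codes ending in 53 to 66 were chosen after seeing the data. All alternatives set beforehand were run. No paired analysis was possible because the genotypes share no replicate numbers. The cause was not tested for any change below.

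The number of differentially expressed genes was 487, and 291 without the trend in limma (103 higher, 188 lower, 272 of them among the 487) and 832 with a covariate for the run of library codes (434 higher, 398 lower, all 487 among them). The other alternatives set beforehand gave between 359 and 648. Across the 10 fits that each left out one mouse, the number was from 295 to 4.7e+02, the upper end rounded to 2 digits. In the 11 alternative fits set beforehand that tested each gene, 191 genes passed every time. Of the paper's listed genes, 449 passed, and 291 among codes ending in 53 to 66.

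Ccr2, at -0.00063 on the log2 scale, changed sign with a pseudocount of 5 (0.0038), quantile normalization (0.030), edgeR (0.048), DESeq2 (0.052), DESeq2 on all genes (0.052) and DESeq2 with a prior (0.033). Birc3 changed sign among codes ending in 53 to 66 (-0.15). Leaving out each mouse gave log2 fold changes from -0.16 to 0.20 for Birc3, from -0.20 to 0.15 for Ccr2, from -0.091 to 0.24 for Cdkn1a and from -0.16 to 0.046 for Tfeb. None of these 4 genes passed in any of those fits. Among the named genes, settings that kept all mice or only codes ending in 53 to 66 gave 22 weaker and 9 stronger results, and fits that left out a mouse gave 58 weaker and 2 stronger.

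Ranked by log2 fold change, the NES was 1.29 for MTORC1 signaling, -1.44 for TFEB targets_1 and -1.21 for TFEB targets_3, none of which passed, and 0.94 for the Lasry and Ben-Neriah SASP list, a change of sign. With the classic score it was -1.32 for TFEB targets_4, which no longer passed, -0.77 for negative mTOR regulators and -0.82 for PI3K-AKT-mTOR signaling. With a mean of at least 50 it was -0.95 for NIA interleukin signaling and -0.57 for PI3K-AKT-mTOR signaling. Quantile normalization gave -0.66 for negative mTOR regulators and -0.67 for PI3K-AKT-mTOR signaling, and the library code covariate -0.64 for negative mTOR regulators. Among codes ending in 53 to 66 it was 1.11 for CNIO genes higher in old kidneys, which did not pass, and -0.74 for negative mTOR regulators. Other lists passed only under some settings. Positive mTOR regulators, at -1.47, passed with a mean of at least 50 (-1.59), the library code covariate (-1.60) and codes ending in 53 to 66 (-1.62), and the Lasry and Ben-Neriah SIR list, at 1.36, with the classic score (2.16) and codes ending in 53 to 66 (1.55).

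By camera, 8 lists passed against 15. The adjusted p was 0.0687 for MTORC1 signaling, 0.0713 for interferon gamma response, 0.0729, 0.101 and 0.278 for TFEB targets_3, TFEB targets_2 and TFEB targets_4, 0.0600 and 0.359 for CNIO genes lower and higher in old kidneys and 0.903, with the other direction, for negative mTOR regulators. TFEB targets_1, the lysosome list, interferon alpha response and the NIA lists of chemokines and of inflammatory signaling passed in both tests.

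Leaving out each mouse gave an NES from 1.204 to 1.803 for CNIO genes higher and from -2.24 to 0.92 for CNIO genes lower in old kidneys, from -0.94 to 1.06 for inflammatory response, from 1.27 to 1.84 for interferon gamma response, from -0.80 to 0.89 for PI3K-AKT-mTOR signaling, from 1.21 to 1.93 for NIA chemokines, from 1.11 to 2.01 for NIA inflammatory signaling, from -1.16 to 1.28 for NIA interleukins, from -0.66 to 1.21 for negative mTOR regulators and from -1.07 to 0.81 for the Lasry SASP list. The number of lists that passed was from 10 to 17, and in these fits 7 results for single lists were weaker and 5 stronger.

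Scores per mouse changed sign for inflammatory response with the median (-0.00092), for PI3K-AKT-mTOR signaling with the median (-0.104), a mean of at least 50 (-0.0189) and quantile normalization (-0.0476), and for CNIO genes higher in old kidneys among codes ending in 53 to 66 (-0.0606). Leaving out each mouse gave score differences from -0.0242 to 0.212 for CNIO genes higher and from -0.352 to 0.0400 for CNIO genes lower in old kidneys, from -0.0491 to 0.105 for inflammatory response, from -0.0587 to 0.106 for PI3K-AKT-mTOR signaling, from -0.0783 to 0.195 for NIA interleukins, from -0.177 to 0.0561 for negative mTOR regulators and from -0.152 to 0.0200 for the Lasry SASP list. The number of scores past adjustment was 0 in each of these fits. With all mice, TFEB targets_1 had the smallest p that the exact permutation test can give, 0.00794, and its adjusted p was still 0.0952. A number of 0 therefore partly reflects how few mice there were, and says little about single lists. Genotype accounted for 35.5% to 41.0% of variance in the PCA when a mouse was left out.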

Differences from the paper's values

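DESeq2 on all genes, DESeq2 with a prior and the fit among codes ending in 53 to 66 were chosen only after the result was seen, and the other tests in this part before.

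The number of genes higher in *Rragc* S74N/+ kidneys was 220 against the paper's 335. Among the alternatives set before the data were examined, a pseudocount of 5 (225), no filter (224), robust variances (229), DESeq2 (317) and the library code covariate (434) brought it within 1.5 times of the paper's number, and a pseudocount of 0.5 (219), a mean of at least 50 (201), TMM rescaling (203), quantile normalization (192), no trend (103), edgeR (218) and a minimum log2 fold change of 0.5 (140) did not. DESeq2 on all genes gave 316 and with a prior 313, both chosen after seeing the values.

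The log2 fold change was 3.29 against the paper's 0.664005 for Ighg2c, 3.23 against the paper's 1.11028 for Cyp4a14, 2.58 against the paper's 0.817595 for Ighg2b, 1.91 against the paper's 1.6671 for Slc38a3, 1.86 against the paper's 0.960773 for Scd1 and 1.18 against the paper's 0.642344 for C3. It was -3.34 against the paper's -2.64325 for F5, -3.06 against the paper's -2.44323 for Pvalb, -2.88 against the paper's -2.17535 for Egfl6, -2.62 against the paper's -1.18263 for Gpx6, -2.46 against the paper's -2.10942 for Mdk and -1.40 against the paper's -1.12981 for Sirpa. None of the alternatives set before the data were examined closed these gaps. For Slc16a7, at -2.11 against the paper's -1.96372, a pseudocount of 5 (-2.08) and the library code covariate (-2.07) closed the gap and the others did not. For Hexa, at -0.86 against the paper's -0.713811, a pseudocount of 5 (-0.82), quantile normalization (-0.84) and DESeq2 (-0.85) closed it and the others did not. DESeq2 on all genes, chosen after seeing the values, also closed the gap for Hexa (-0.85).

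DESeq2 with a prior on fold changes, which was chosen after seeing the values and because the paper's were smaller, gave 0.60 for Ighg2c, 1.03 for Cyp4a14, 0.75 for Ighg2b, 1.61 for Slc38a3, 0.92 for Scd1, 0.56 for C3, -2.35 for Pvalb, -2.06 for Egfl6, -1.04 for Gpx6, -2.10 for Mdk, -1.13 for Sirpa, -1.88 for Slc16a7 and -0.73 for Hexa, all within the error of the paper's values, and -2.48 for F5, which was not. The paper's text does not name a prior for these kidneys, and no result here rests on that fit.

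The paper calls Rragc (adjusted p of the paper 0.0304) and Cd36 (adjusted p of the paper 0.0402) differentially expressed, and here their adjusted p values were 0.0678 and 0.0558. Rragc passed with DESeq2 (0.0312) and, chosen after seeing the values, DESeq2 on all genes (0.0336) and with a prior (0.0338), where the range over all alternatives was 0.0312 to 0.145. Cd36 passed with robust variances (0.0496), DESeq2 (0.0325) and the library code covariate (0.0176) and, chosen after seeing the values, with DESeq2 on all genes (0.0336), with a prior (0.0338) and among codes ending in 53 to 66 (0.0262), where the range was 0.0176 to 0.169.

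The paper places inflammation among the top enriched signatures, taken from several collections of lists with a false discovery rate limit of 0.25. It does not say that this rests on the Hallmark inflammatory response list. That list had an NES of 0.91 (fgsea adjusted p = 0.821), while interferon alpha and gamma response passed. Only 112 of its 199 genes were ranked, and 1 list cannot decide the paper's wider statement. At the paper's limit of 0.25, 18 of the 24 lists passed here, and the inflammatory response list did not. The paper shows enrichment of interleukin signaling, with an NES of about 1.2 in Fig. 6f, read by eye, and the value here was 0.82 (fgsea adjusted p = 0.960). The paper describes the guide sequence as being in minus orientation, and it matched the plus strand of the Rragc transcript 1 time and the minus strand 0 times.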

Other observations

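The tests of blood, of the distal convoluted tubule and of the number of splits behind each enrichment score were chosen only after the result was seen, and the others before. The smallest p that 5 mice against 5 can give is 0.00794.

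The number of differentially expressed genes was set against 100 splits of the 10 mice into 5 and 5, drawn at random with the real one included. Only the real split, 1 of the 100, gave as many as 487 genes. The largest number in another split was 6, and 94 splits gave 0 genes, where the real split had 2031 genes at an unadjusted p under 0.05. For lists, 9 of the 100 splits gave 15 or more lists past the threshold, with a median of 9 lists and a largest number of 18 in other splits. Permutation of genes called lists in these splits as well.

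By list, the number of splits of 100 with an NES as large in size was 1 for TFEB targets_4, 3 for TFEB targets_3, 6 for TFEB targets_2, 8 for TFEB targets_1 and 3 for the lysosome list. It was 20 for MTORC1 signaling, 27 for interferon alpha response, 31 for interferon gamma response and 79 for inflammatory response. For the lists from aging it was 50 for NIA chemokines, 42 for NIA inflammatory signaling, 93 for NIA interleukins and 54 for CNIO genes higher in old kidneys. It was 9 for integrins and chemokines higher in old *Rragc* S74N/+ kidneys. Expression level is not a likely source for TFEB targets_1, as 0.04% of 10000 lists matched on mean expression had as low a median.

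Several technical sources of the gene calls were tested. With libraries thinned to equal depth 468 genes passed, without mitochondrial genes 459, and with a clock gene score as covariate 717. The blood score differed by -0.412 (exact permutation test, p = 0.357). Of its genes, Hba-a1 was lower (log2 fold change -0.60, limma adjusted p = 0.0477). Hba-a2, Hbb-bs, Hbb-bt and Alas2 did not pass, with log2 fold changes of -0.15, -0.20, 0.03 and 0.22. Of 40 tested genes nearest to Rragc on its chromosome, 0 passed, against 479 of 12437 others (Fisher's exact test, p = 1.00). Of the 346 genes called among codes ending in 53 to 66, 97.7% had the same sign in *Rragc* S74N/+ replicate 40 against the *Rragc*+/+ mice of codes 38 and 39, a comparison with 1 mouse in an arm and no test. None of these is a likely cause of the calls taken together.

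Marker scores of nephron segments differed between genotypes. The distal convoluted tubule score differed by -1.48 (lower in 5 of 5 *Rragc* S74N/+ mice, exact permutation test, p = 0.00794, adjusted p = 0.0238), the intercalated cell score differed by -0.804 and the principal cell score by 1.35 (each with the same adjusted p of 0.0238). A second list of distal convoluted tubule genes differed by -1.18 (p = 0.00794 by the exact permutation test), and after quantile normalization the first gave p = 0.00794. The score of proximal tubule S1 and S2 was also lower (-0.549, exact permutation test, p = 0.0397, adjusted p = 0.0714), while that of podocytes was not (0.413, exact permutation test, p = 0.119). The endothelium score differed by -0.712 (exact permutation test, p = 0.0317, adjusted p = 0.0714). A score of 4 genes of the Y chromosome differed by 0.504 (exact permutation test, p = 0.0476, not adjusted), and none of the 4 genes passed by limma, with adjusted p from 0.231 to 0.984. The inner medulla score was not raised (0.111, exact permutation test, p = 0.635, and -0.0259 after quantile normalization). Within the proximal tubule S1 and S2 list, Slc5a2, Slc5a12 and Gatm had log2 fold changes of -0.93, -0.95 and -0.74 (limma adjusted p = 4.64e-05, 0.00177 and 0.0173), while Lrp2 had -0.09, Slc34a1 0.08 and Slc4a4 0.26 (adjusted p from 0.237 to 0.799). The evidence for less cortex in *Rragc* S74N/+ samples was therefore mixed. Markers of the same segment also changed unequally. In the thick ascending limb list, Umod had a log2 fold change of -0.999 and Egf -1.04, but Cldn16 had 0.82 (limma adjusted p = 0.000198, 0.00207 and 0.0028). In the distal convoluted tubule lists, Pvalb had -3.06, Trpm6 -1.84, Wnk1 -0.45, Calb1 -0.09 and Kcnj16 -0.01. Other markers moved together. Slc12a3 had a log2 fold change of -1.199 (limma adjusted p = 2.61e-07), Stk39 -0.52, Wnk4 -0.43 and Tmem52b -0.40 (adjusted p from 0.0187 to 0.0354). All 5 principal cell markers were higher, with Scnn1g at 0.66, Aqp2 0.54, Aqp3 0.48, Hsd11b2 0.43 and Fxyd4 0.22 (adjusted p from 0.0478 to 0.382). The unequal changes go against segment share as the only source of the calls, and the markers that moved together leave it open as a contribution. How much of the calls it accounts for could not be told. Using the distal convoluted tubule score as a covariate left 65 genes, and 95 of 100 scores of as many random lower genes left as few. A score of genes that are lower in *Rragc* S74N/+ mice follows genotype, so this test could not tell whether the share of this segment is the source. Cell numbers were not analysed here.

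The mean of Rragc was lower in *Rragc* S74N/+ kidneys without passing (log2 fold change -0.40, limma adjusted p = 0.0678), and values of the genotypes overlapped. Failure to align reads that cover the introduced bases is an unlikely cause of a lower mean. The changed codon lies 2284 bases from the 3′ end of the transcript, where 3′ libraries place their reads. That distance does not bear on how much transcript the mutant allele yields. Whether the introduced bases, of which G22A is at the end of exon 1, lower that amount was not tested.

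The paper's genes for old *Rragc* S74N/+ kidneys were compared with the young kidneys. Of 1279 such genes tested, 929 (72.6%) changed in the same direction, and of 195 that were differentially expressed in young kidneys 194 did. The list of genes lower in old *Rragc* S74N/+ kidneys had an NES of -3.80 and a score lower in 5 of 5 *Rragc* S74N/+ mice (exact permutation test, p = 0.00794, adjusted p = 0.0952), and 3 of the 100 splits gave an NES as large in size. The list of genes higher in old *Rragc* S74N/+ kidneys had an NES of 2.56, which 30 of the 100 splits reached in size, with 459 of its 711 genes higher and the others lower, and its score was 0.348 higher without passing (exact permutation test, p = 0.230, adjusted p = 0.425), with 1 of 5 *Rragc* S74N/+ mice above every *Rragc*+/+ mouse.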
